# Chromatin accessibility and H3K9me3 landscapes reveal long-term epigenetic effects of fetal-neonatal iron deficiency in rat hippocampus

**DOI:** 10.1186/s12864-024-10230-4

**Published:** 2024-03-21

**Authors:** Shirelle X. Liu, Aarthi Ramakrishnan, Li Shen, Jonathan C. Gewirtz, Michael K. Georgieff, Phu V. Tran

**Keywords:** Iron deficiency, Choline, Chromatin accessibility, H3K9me3 ChIP-seq, Hippocampus, Epigenetics, Transcription

## Abstract

**Background:**

Iron deficiency (ID) during the fetal-neonatal period results in long-term neurodevelopmental impairments associated with pervasive hippocampal gene dysregulation. Prenatal choline supplementation partially normalizes these effects, suggesting an interaction between iron and choline in hippocampal transcriptome regulation. To understand the regulatory mechanisms, we investigated epigenetic marks of genes with altered chromatin accessibility (ATAC-seq) or poised to be repressed (H3K9me3 ChIP-seq) in iron-repleted adult rats having experienced fetal-neonatal ID exposure with or without prenatal choline supplementation.

**Results:**

Fetal-neonatal ID was induced by limiting maternal iron intake from gestational day (G) 2 through postnatal day (P) 7. Half of the pregnant dams were given supplemental choline (5.0 g/kg) from G11–18. This resulted in 4 groups at P65 (Iron-sufficient [IS], Formerly Iron-deficient [FID], IS with choline [ISch], and FID with choline [FIDch]). Hippocampi were collected from P65 iron-repleted male offspring and analyzed for chromatin accessibility and H3K9me3 enrichment. 22% and 24% of differentially transcribed genes in FID- and FIDch-groups, respectively, exhibited significant differences in chromatin accessibility, whereas 1.7% and 13% exhibited significant differences in H3K9me3 enrichment. These changes mapped onto gene networks regulating synaptic plasticity, neuroinflammation, and reward circuits. Motif analysis of differentially modified genomic sites revealed significantly stronger choline effects than early-life ID and identified multiple epigenetically modified transcription factor binding sites.

**Conclusions:**

This study reveals genome-wide, stable epigenetic changes and epigenetically modifiable gene networks associated with specific chromatin marks in the hippocampus, and lays a foundation to further elucidate iron-dependent epigenetic mechanisms that underlie the long-term effects of fetal-neonatal ID, choline, and their interactions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-10230-4.

## Background

Iron deficiency (ID) during the gestational and neonatal periods, during which the brain undergoes robust growth [1–3], results in both short- and long-term neurodevelopmental impairments. The acute effects are understandable given the role(s) of iron in neuronal energy metabolism, myelination and neurotransmitter synthesis. The presence of long-term effects in spite of iron treatment in the neonatal period remain unexplained and represent the true cost to society in terms of educational attainment and personal productivity. Extensive longitudinal studies of human cohorts have uncovered a pattern of persistent cognitive impairment and emotional dysregulation following early postnatal ID despite treatment with iron-replacement therapy in childhood [4, 5]. In addition, emerging evidence suggests a significant association between maternal ID and risk of neurodevelopmental disorders such as autism spectrum disorder, attention-deficit hyperactive disorders, and schizophrenia in the offspring [6–9]. Animal models of fetal-neonatal ID exhibit analogous neurodevelopmental impairments and show persistent and widespread gene dysregulation in the adult hippocampus [10–31]. The long-term gene expression changes suggest stable changes in the epigenome as a potential mechanism of action.

The persistence of negative gene expression changes and neurobehavioral phenotypes in preclinical models despite iron treatment commenced in the neonatal period confirms that iron treatment alone is insufficient to completely mitigate the early-life ID effects observed in the clinical populations. Thus, adjunctive therapy is needed for the treatment of early-life ID to rescue the poor long-term neurologic outcomes beyond the already too late iron replacement therapy. In this regard, choline supplementation has been shown to mitigate the deleterious developmental effects of early-life adverse exposures and aberrant genetic factors on brain development [32–35], including fetal alcohol syndrome where brain iron metabolism is perturbed [36, 37]. Choline is an essential nutrient for brain development and can act as a methyl donor to modify DNA and histone methylation [38–43]. In the context of fetal-neonatal ID, choline supplementation has been shown to partially rescue ID-induced abnormal cognitive function and hippocampal transcriptomic and epigenomic changes [12, 24, 25, 44]. The findings suggest an interaction between these two essential nutrients in regulating the brain epigenomic landscape. However, epigenome-wide changes in chromatin accessibility and histone modification due to early-life ID or its treatment with choline supplementation have not been interrogated.

In the present study, we employed Next-Generation Sequencing to assess fetal-neonatal ID-induced global changes in accessible chromatin [45] by Assay for Transposase Accessible Chromatin with sequencing (ATAC-seq). This approach is powered by its unbiased manner to assess chromatin accessibility changes for transcription factor (TF) binding sites. Besides, our previous study demonstrated that early-life ID and prenatal choline altered H3K9me3 enrichment (an index of epigenetic gene silencing [46]) at the iron-dependent histone modifier site [44]. Therefore, in this study we performed a comprehensive investigation of histone H3K9me3 signature at an epigenome-wide level by Chromatin Immunoprecipitation with sequencing (ChIP-seq) and assessed the effects of prenatal choline on these ID-induced epigenetic changes. We hypothesized that fetal-neonatal ID induces changes in chromatin accessibility and H3K9me3 landscapes, which would coincide with, and therefore likely contribute to, the lasting gene dysregulation. Time-targeted prenatal choline-supplementation would normalize multiple early-life ID-induced epigenetic changes. Based on the long-term clinical effects of ID, we predicted that these changes would occur in gene networks regulating neurocognition and emotional behaviors.

## Results

### Fetal-neonatal ID and prenatal choline supplementation alter long-term chromatin accessibility in the adult rat hippocampus

To elucidate the long-term changes in genome-wide chromatin accessibility due to fetal-neonatal ID or prenatal choline supplementation, P65 adult rat hippocampus was analyzed by ATAC-seq. Compared to the IS control group, the FID, FIDch or ISch groups showed significant differential sites assigned to known genes with more instances of increased than decreased accessibility (Fig. 1A). Prenatal choline resulted in a higher number of accessible loci in the FIDch compared to the untreated FID group (Fig. 1A, FIDch vs. FID). While these changes occurred across the whole genome, greater proportions occurred within the gene body and the intergenic regions (Fig. 1B).

**Fig. 1:**
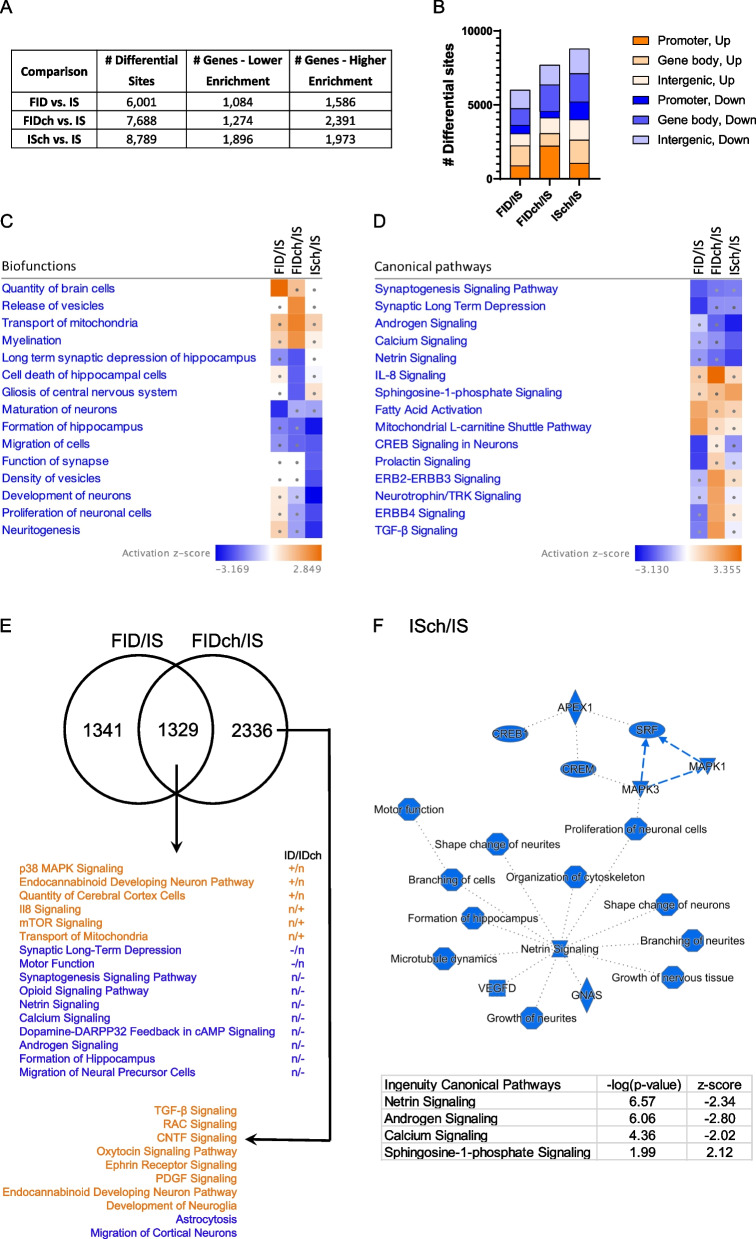
Fetal-neonatal ID and prenatal choline supplementation altered chromatin accessibility landscape in P65 FID rat hippocampus. **A** ATAC-seq data showing differentially-accessible sites and associated genes between treatment groups. Numbers of differential sites include gene bodies, promoter regions (proximal, + 1 K, + 3 K), and intergenic regions. Selection criteria were absolute log2(Fold Change) > 0.2 and false discovery rate *q*-value < 0.05, *n* = 4/group. **B** Distribution of sites with differential accessibility. (C, D) Ingenuity Pathway Analysis (IPA) mapped loci with differential ATAC peaks (within gene bodies or promoter regions) onto biofunctions (**C**) and canonical signaling pathways (**D**), ranked hierarchically. Comparisons were made among formerly iron-deficient (FID), formerly iron-deficient with choline (FIDch), and iron-sufficient with choline (ISch) normalized by the iron-sufficient (IS) control group. Squares with dots have absolute z-scores < 2.0, indicating non-significant findings. Blue and orange colors indicate decreased and increased chromatin accessibilities, respectively. Fewer changes were found in the FID compared to FIDch and ISch groups (absolute z-scores > 2.0). Choline induced both decreased and increased chromatin accessibility in the FIDch and ISch groups. **E** Venn diagram showing overlap and non-overlapping genes modified in FID and FIDch groups. +/−/n indicates increased, decreased, and normalized changes in ATAC signatures. Blue and orange indicate decreased and increased ATAC signatures, respectively. **F** Comparison between ISch and IS control group showing the choline effect on ATAC landscape in adult rat hippocampus. IPA generates a graphical summary showing decreased accessibility in loci regulating hippocampal and cortical development centered on microtubule dynamics and canonical pathways showing both increased and decreased ATAC signatures

To define the biological significance of the changes in chromatin accessibility, we employed IPA to functionally annotate the altered loci. Top hierarchically ranked annotated biofunctions showed that fetal-neonatal ID increased accessibility of genes regulating cell proliferation (Fig. 1C, FID/IS) but decreased accessibility of loci regulating neuronal maturation (Fig. 1C, FID/IS). These changes were mitigated by choline treatment (Fig. 1C, FIDch/IS). Choline also increased accessibility of loci implicated in myelination, release of vesicles, and transport of mitochondria and decreased accessibility of genes regulating hippocampal cell death, synaptic long-term depression (LTD) of hippocampus, and gliosis of central nervous system (Fig. 1C, FIDch/IS). Choline treatment of the IS group decreased accessibility of genes regulating hippocampal formation, cell migration, synaptic structures and functions, and neuron proliferation and development (Fig. 1C, ISch/IS).

We next used IPA to annotate accessible loci altered by fetal-neonatal ID or choline treatment onto known canonical pathways. Fetal-neonatal ID results in increased chromatin accessibility of loci in energy metabolism, including fatty acid metabolism and mitochondrial function, but decreased accessibility of loci regulating synaptic signaling (synaptogenesis and LTD) and neurodevelopment (cAMP response element-binding protein [CREB] and prolactin signaling) (Fig. 1D, FID/IS). Choline treatment partially normalized these effects and increased accessibility of loci critical for neuroprotection (e.g., ephrin receptor and neurotrophin/tyrosine receptor kinase [TRK] signaling pathways) and neuroinflammation (interleukin [IL] -8 and transforming growth factor [TGF] -β signaling pathways) in the FIDch group (Fig. 1D, FIDch/IS). In the ISch group, choline treatment increased accessibility of loci in sphingosine-1-phosphate signaling and decreased accessibility of loci in the androgen, calcium and netrin signaling pathways (Fig. 1D, ISch/IS).

To identify gene targets that are epigenetically regulated by both iron and choline, we determined the common loci that were altered in adult FID rats by fetal-neonatal ID and choline. We compared the FID/IS to FIDch/IS ATAC-seq datasets and found that approximately 50% of the loci altered in the FID group were also altered in the FIDch group (Fig. 1E). These common loci mapped onto signaling pathways that regulate synaptic plasticity (mitogen-activated protein kinase [MAPK], calcium, synaptic LTD), energy metabolism (mammalian target of rapamycin [mTOR], transport of mitochondria), neuroinflammation (IL-8, netrin signaling), and reward signaling (endocannabinoid, opioid) (Fig. 1E). Choline treatment not only rescued multiple fetal-neonatal ID effects but also increased (vs. always IS control) accessibility of loci regulating mitochondrial transport, IL-8 and mTOR signaling and decreased accessibility of loci that mapped onto pathways regulating synaptogenesis, hippocampal formation, neuron migration, and opioid signaling (Fig. 1E). 2336 loci showed choline-specific effects with increased accessibility of loci in signaling pathways regulating neuroinflammation (TGF-β, ciliary neurotrophic factor [CNTF], platelet-derived growth factor [PDGF], neuroglia development), synaptogenesis (RAC, ephrin receptor), and social behavior (oxytocin, endocannabinoid) and decreased accessibility of loci regulating astrocytosis and migration of cortical neurons (Fig. 1E).

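Hippocampal RNA of male rats at P65 was sequenced in 4 diet groups of 4 rats each, with a single male per litter. The groups were always iron-sufficient rats (IS, control), iron-sufficient rats with prenatal choline (ISch), formerly iron-deficient rats (FID) and formerly iron-deficient rats with prenatal choline (FIDch). Iron content of the maternal diet was 200 mg/kg for the iron-sufficient and 4 mg/kg for the iron-deficient litters, and choline content was 1.1 g/kg without and 5.0 g/kg with supplementation. The authors aligned the reads with HISAT2, counted them per gene with featureCounts and deposited the counts of all genes without normalization. The paper's text does not state whether the counting used strand, how it treated reads that match several genes, or which annotation version it used. Genes that overlap each other or have near-identical copies are therefore uncertain. Between 3515806 and 9517503 reads per male rat were counted on genes, with a median of 6908595.5 in IS, 8369581.5 in ISch, 8450600 in FID and 7340487.5 in FIDch. The smallest total belonged to FIDch replicate 2, where the 3 counts that a count of 0 allows correspond to 0.85 CPM. In the other male libraries this limit was between 0.32 and 0.45 CPM, and it covers counting error only. Counts were normalized by edgeR's TMM method and tested with its quasi-likelihood test, separately for each group against IS, over the genes that passed edgeR's expression filter (filterByExpr). A gene was called at the study's criterion, an absolute log2 fold change over 0.2 and an unadjusted p under 0.05. The number of genes with a Benjamini-Hochberg adjusted p under 0.05 was counted beside it.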

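In the ISch group, 1125 of 13956 genes tested met the study's criterion against IS, 631 with higher and 494 with lower counts. An unadjusted p under 0.05 was found for 1471 genes, and 29 genes had an adjusted p under 0.05, of which 11 were higher in ISch. With each of the 8 libraries left out in turn, 815 to 1811 genes met the criterion, the most without IS replicate 3. The number with an adjusted p under 0.05 ranged from 12 to 39, and was 19 without ISch replicate 1, 15 without ISch replicate 2 and 12 without ISch replicate 4. Without ISch replicates 1 and 2 together, an alternative chosen after seeing the data, 679 genes met the criterion. The names of these libraries, like that of FIDch replicate 2, have another form than those of the other male libraries. Capns1 (ENSRNOG00000048194) had at most 1 count in each ISch rat and 12.2 ± 1.2 normalized counts (SD, n = 4) in IS, at least 4.5-fold lower (adjusted p = 0.0036 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It overlaps Cox7a1 in the RefSeq annotation of assembly GRCr8. Mis18a (ENSRNOG00000021555) had 2.84 ± 1.76 normalized counts (SD, n = 4) in ISch, at most 6 counts in any of these rats, and 32.0 ± 9.13 in IS. Its log2 fold change was -3.39 (standard error 0.38, adjusted p = 0.00235 from edgeR's test). Both genes kept an adjusted p under 0.05 in each of the 8 fits that left out 1 library. Without ISch replicates 1 and 2 both lost it, and over all alternatives the adjusted p lay between 4.24e-09 and 0.0784 for Capns1 and between 1.13e-14 and 0.0616 for Mis18a. Bmp3 (ENSRNOG00000002381) had a log2 fold change of 0.96 (standard error 0.14, adjusted p = 0.0113 from edgeR's test). Its adjusted p was 0.0515 without ISch replicate 4, 0.0537 without IS replicate 2 and 0.0699 with the 4 male groups in one fit, in a range over all alternatives from 1.05e-07 to 0.0699. Rpl17 (ENSRNOG00000018680), a ribosomal protein gene whose reads the counting could share with copies of it, had 369 ± 22 normalized counts (SD, n = 4) in ISch and 753 ± 245 in IS. Its log2 fold change of -1.03 (standard error 0.18, adjusted p = 0.0399 from edgeR's test) lost its adjusted p without any 1 of the ISch libraries, without IS replicate 2 and without IS replicate 4, in a range over all alternatives from 1.87e-05 to 0.516. Vsig10l (ENSRNOG00000023411) had 48.3 ± 5.92 normalized counts (SD, n = 4) in ISch and 89.1 ± 13.2 in IS, a log2 fold change of -0.88 (standard error 0.15, adjusted p = 0.0343 from edgeR's test). This call was lost without any 1 of the ISch libraries and without IS replicate 1, 3 or 4, and over all alternatives the adjusted p ranged from 6.84e-05 to 0.49. In each of these 5 genes the values of the ISch and the IS rats did not overlap, which the rule for naming them requires.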

Our previous transcriptomic study showed significant gene expression changes induced by prenatal choline in the IS adult rat hippocampus [12]. Consistent with these findings, the prenatal choline treated IS (ISch) group exhibited a substantial number of changes in loci accessibility that indicate decreased activity of a functional gene network associated with netrin signaling (Fig. 1F). These changes also showed an increase in sphingosine-1 phosphate signaling but decreases in the androgen and calcium signaling pathways (Fig. 1F, bottom table).

### Prenatal choline increases enrichment of the repressive histone H3K9me3 across the adult rat hippocampal genome

To assess the long-term changes in repressive histone H3K9me3 signature due to either fetal-neonatal ID with or without prenatal choline, we performed an epigenome-wide ChIP-seq analysis of H3K9me3 in the adult P65 rat hippocampus. Compared to the IS control group, the FID group showed 1439 differential sites that were annotated to 199 genes, with 110 showing increased and 89 showing decreased H3K9me3 enrichment (Fig. 2A). Both FIDch and ISch groups showed ~ 23,000 differential sites that mapped onto 2451 and 3435 loci, respectively, based on changes at the promoters and within gene bodies (Fig. 2A). Changes in H3K9me3 enrichment occurred predominantly in the intergenic regions (Fig. 2B).

**Fig. 2:**
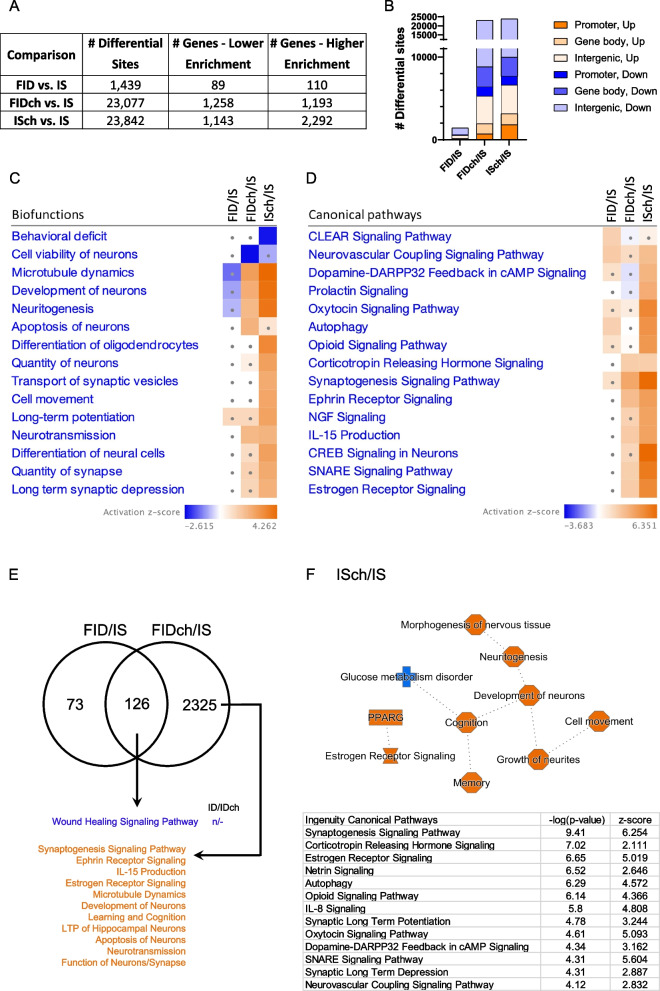
Fetal-neonatal ID and prenatal choline supplementation altered histone H3K9me3 landscape in P65 FID rat hippocampus. **A** H3K9me3 ChIP-seq data showing differential sites and associated genes between treatment groups. Numbers of differential sites include gene bodies, promoter regions (proximal, + 1 K, + 3 K), and intergenic regions. Selection criteria were absolute log2(Fold Change) > 0.2 and false discovery rate *q*-value < 0.05, *n* = 4/group. **B** Distribution of sites with differential H3K9me3 enrichment. (C, D) Ingenuity Pathway Analysis (IPA) mapped differentially-enriched H3K9me3 loci onto biofunctions (**C**) and canonical signaling pathways (**D**), ranked hierarchically. Comparisons were made among formerly iron-deficient (FID), formerly iron-deficient with choline (FIDch), and iron-sufficient with choline (ISch) normalized by the iron-sufficient (IS) control group. Squares with dots have absolute z-scores < 2.0. Blue and orange colors indicate decreased and increased H3K9me3 enrichment, respectively. Early-life ID produced little changes in H3K9me3 signature (absolute z-scores < 2.0). Choline increased H3K9me3 enrichment in the FIDch and ISch groups. **E** Venn diagram showing overlap and non-overlapping genes modified in FID and FIDch groups. +/−/n indicate increased, decreased, and normalized changes in H3K9me3. Blue and orange indicate decreased and increased H3K9me3 signatures. **F** Comparison between ISch and IS control group showing the choline effect on H3K9me3 in adult rat hippocampus. IPA generates a graphical summary showing increased H3K9me3 in loci associated with cognition and estrogen receptor signaling, and canonical pathways showing significantly increased H3K9me3 enrichment

We then analyzed H3K9me3 changes that mapped onto known genes using IPA. While fetal-neonatal ID alone showed no significant changes of specific biofunctions in the FID group (Fig. 2C, FID/IS), choline treatment exhibited substantial H3K9me3 enrichment changes in the FIDch and ISch groups (Fig. 2C, FIDch/IS and ISch/IS). Enrichment changes in the FIDch group indicate major effects with an increase in loci regulating microtubule dynamics, neurodevelopment, neuritogenesis, neurotransmission, and apoptosis of neurons but a decrease in loci regulating neuronal viability (Fig. 2C, FIDch/IS). The ISch group exhibited even greater H3K9me3 enrichment changes than the FIDch group with an increase at additional loci regulating differentiation of neural cells including oligodendrocytes and synaptic plasticity (e.g., transport of synaptic vesicles, long-term potentiation [LTP], synaptic LTD, quantity of synapse), and a decrease in loci regulating behavioral deficit (Fig. 2C, ISch/IS).

Regarding the canonical signaling pathways, fetal-neonatal ID increased H3K9me3 enrichment at loci regulating coordinated lysosomal expression and regulation (CLEAR), neurovascular coupling, and autophagy pathways (Fig. 2D, FID/IS). Prenatal choline not only rescued the multiple fetal-neonatal ID effects but also increased H3K9me3 enrichment at loci regulating neuroendocrine signaling (corticotropin-releasing hormone, estrogen receptor), synaptic plasticity (synaptogenesis, ephrin receptor, SNARE) and neuroinflammation (IL-15 production) in the FIDch group (Fig. 2D, FIDch/IS). These enrichment changes were choline-specific as the ISch group also showed increased in many of the same pathways along with additional pathways, notably prolactin, oxytocin, nerve growth factor (NGF), and CREB signaling (Fig. 2D, ISch/IS).

To further identify loci and associated biofunctions in adult rats that were altered by both fetal-neonatal ID and choline, we analyzed the overlapping genes in the FID and FIDch datasets. 126 loci were identified and showed decreased enrichment in signaling associated with damaged tissue repair in the FIDch group compared to FID group (Fig. 2E). The non-overlapping 2325 loci in the FIDch group showed higher H3K9me3 enrichment among loci regulating learning and memory (cognition, LTP, neurotransmission), development of neurons (synaptogenesis, microtubule dynamics, apoptosis of neurons, ephrin and estrogen receptor signaling) and IL-15 production (Fig. 2E).

In the ISch group, H3K9me3 enrichment changes indicate overall increases among loci regulating neuronal development (neuritogenesis, cell movement), and social cognition (memory, oxytocin, estrogen, corticotrophin-releasing hormone [CRH]) as well as signaling pathways regulating synaptic transmission (synaptogenesis, synaptic LTD, LTP, SNARE, neurovascular coupling), reward processing (opioid, dopamine-DARPP32 feedback), and neuroinflammation (IL-8) (Fig. 2F).

### Choline rescued fetal-neonatal ID-induced epigenomic changes through distinct regulatory mechanisms

ATAC- and ChIP-seq datasets were analyzed for chromatin accessibility and H3K9me3 enrichment at known TF binding motifs using HOMER motifs analysis in specific genomic regions (i.e., promoter, gene body, intergenic region), to investigate changes in these regulatory mechanisms induced by fetal-neonatal ID and choline supplementation. Compared to the IS group, both fetal-neonatal ID and choline treatment showed more motifs with increased (i.e., open chromatin and H3K9me3 mark) than decreased enrichment (Fig. 3A, B). Chromatin accessibility changes occurred predominantly in motifs located within the promoter and gene body regions, whereas H3K9me3 changes were primarily found in motifs within the intergenic regions (Fig. 3A, B). As expected, very few motifs were overlapped between ATAC- and ChIP-seq datasets, except for those associated with increased enrichment in the promoter region in ISch groups, indicating mutually exclusive actions of the two epigenetic marks (i.e., activation vs. suppression, Supplemental Fig. S1). Most fetal-neonatal ID-increased motif accessibility at promoter regions were not normalized by choline (FIDch, Fig. 3C); similarly, those changes were also induced by choline-supplemented IS rats (ISch, Fig. 3C). In contrast, choline supplementation normalized the fetal-neonatal ID-reduced H3K9me3 enrichment in motifs found within the intergenic regions (FIDch, Fig. 3D). Such effects were driven primarily by choline as shown by a major overlap of motifs between the choline-treated groups (ISch vs FIDch, Fig. 3D, Supplemental Fig. S2).

**Fig. 3:**
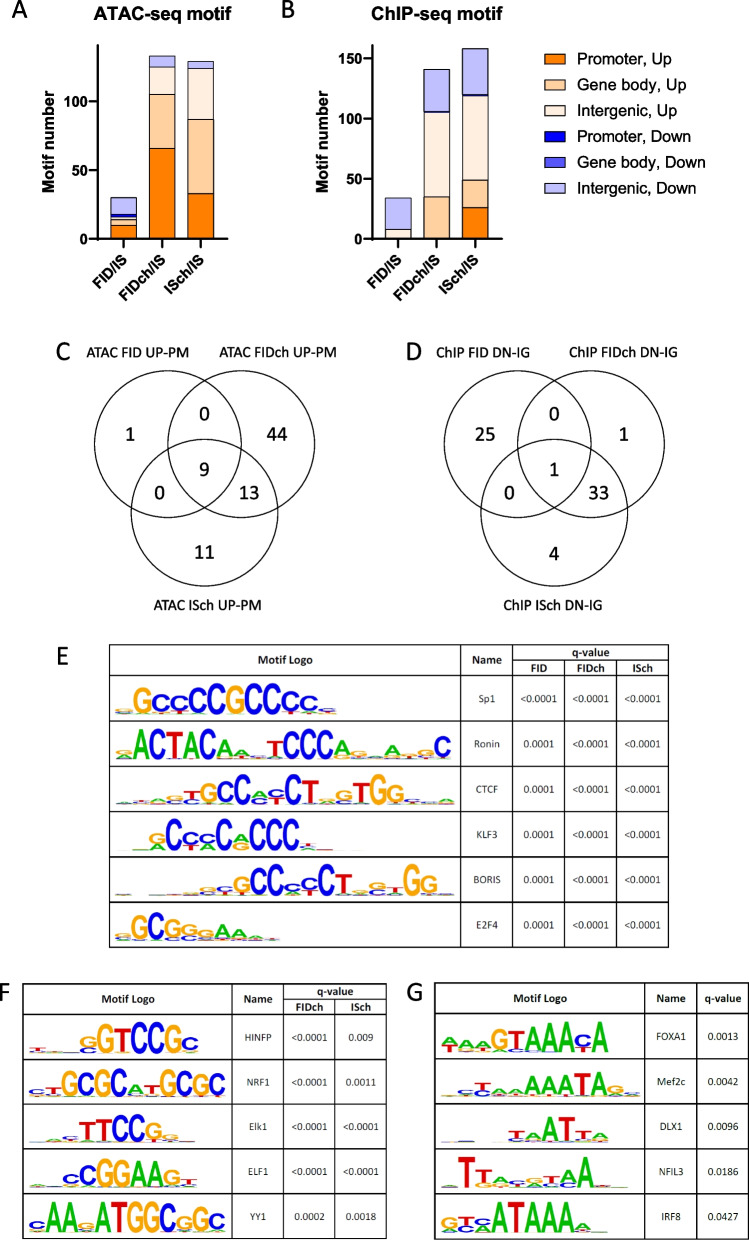
Motif analysis of sites with fetal-neonatal ID-altered chromatin accessibility and H3K9me3 signatures. **A**, **B** Numbers and distributions of motifs identified in each dataset. **C** Overlap of motifs with increased (UP) accessibility in the promoter region (PM) among the 3 experimental groups. **D** Overlap of motifs with decreased (DN) enrichment of H3K9me3 mark the intergenic region (IG) among the 3 experimental groups. **E-G** Representative motifs with increased accessibility in the promoter region shared by FID, FIDch and ISch groups (**E**), only shared by FIDch and ISch groups (**F**), and exclusively in the FIDch group (**G**)

Since the functions of TF binding motifs were best characterized at the promoter region, we focused the functional analysis of these specific motifs. Common motifs among the 3 experimental groups showed increased accessibility (ATAC) for TFs involved in mitochondrial function (RONIN) and neurite outgrowth and neural development (SP1/KLF, E2F, CTCF, BORIS) (Fig. 3C, E; Supplemental Figs. S3-5). Choline-specific effect regardless of fetal-neonatal iron status includes increased accessibility of TFs involved in neurodegeneration (HINFP), oxidative phosphorylation (NRF1), and CNS development (ELF1, YY1, ELK) (Fig. 3F; Supplemental Fig. S4–5). The choline-supplemented FID group (FIDch) showed increased accessibility of TFs involved in neuroinflammation (IRF, NFIL3) and the development of GABAergic and dopaminergic neuron (FOXA1, DLX) (Fig. 3G, Supplemental Fig. S4). One member from the IRF family (IRF2) also showed increased accessibility in the ISch group (*q*-value = 0.0017, Supplemental Fig. S5).

### Integration of RNA-seq, ATAC-seq, and ChIP-H3K9me3-seq data revealed an increase of synaptic transmission in adult rat hippocampus due to early-life ID or prenatal choline supplementation

Congruency of transcriptomic and epigenomic signatures was determined between each treatment (FID, FIDch or ISch) and control (IS) group to further elucidate altered biofunctions and canonical pathways. In the FID group, 159 (22%) loci showed changes in both expression and chromatin accessibility, indicating increased synaptic functions (synaptic transmission, synaptic depression, and LTP) and decreased neural cell migration, neurite branching, and emotional behaviors (Fig. 4A). 

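Of 13851 genes tested in FID against IS, 640 met the study's criterion, 324 with higher and 316 with lower counts in FID. An unadjusted p under 0.05 was found for 787 genes, which is 5.68% of those tested, and an adjusted p under 0.05 for 0 genes. Leaving out each of the 8 libraries in turn gave 392 genes at the criterion without IS replicate 1 and 1236 without IS replicate 3, the lowest and the highest of these fits. Without FID replicate 3 there was 1 gene with an adjusted p under 0.05, and without FID replicate 4 there were 3.

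**Figure D1:**
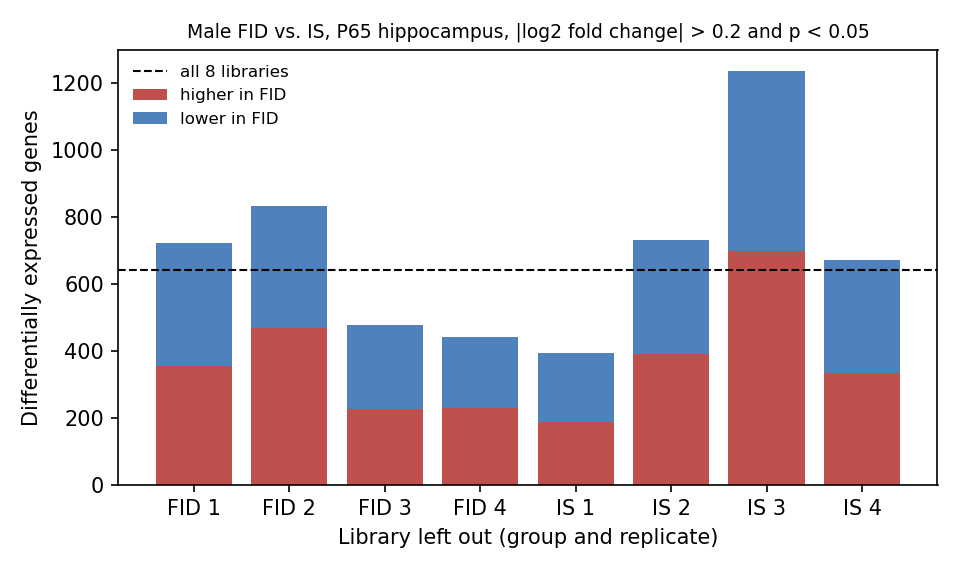
Number of genes at the study's criterion in male FID against IS (vertical axis, genes), with the library named on the horizontal axis left out, split by colour into genes with higher and lower counts in FID, and a dashed line at the 640 genes of all 8 libraries. The bar without IS replicate 3 reaches 1236 genes and the bar without IS replicate 1 reaches 392.

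In Fig. 4A, 32 gene symbols of the network could be read, 27 drawn as increased and 5 as decreased. All 32 had a log2 fold change with the sign that the figure gives them, from 0.06 to 0.47 in the increased and from -0.41 to -0.20 in the decreased genes. Without IS replicate 1, 29 of them kept that sign. The criterion was met by 6 of the 32 genes, which are also the 6 with an unadjusted p under 0.05, and by 0 genes after adjustment over all genes or adjusted over the list alone. Adjusted over the list alone, 1 gene had an adjusted p under 0.05 with DESeq2 and with edgeR's likelihood ratio or exact test. The number was also 1 with all genes of at least 1 count tested, the 4 male groups in one fit or the replicate number as a block. The study chose these genes on the same samples, so the counts adjusted over the list are not independent evidence. The number at the criterion was 10 without FID replicate 2, 13 without IS replicate 3, and 3 without FID replicate 3, without FID replicate 4 or without IS replicate 1. Ppp1r9a (ENSRNOG00000008869) had 935 ± 87 normalized counts (SD, n = 4) in FID and 709 ± 192 in IS, a log2 fold change of 0.40 (standard error 0.17), and fell short of the criterion without FID replicate 3 or 4. Prkcb (ENSRNOG00000012061) had 2618 ± 183 normalized counts in FID and 2112 ± 424 in IS, a log2 fold change of 0.31 (standard error 0.12), short of the criterion without FID replicate 3 or 4 or IS replicate 1. Among the decreased genes, Gsn (ENSRNOG00000018991) had 749 ± 83.2 in FID and 959 ± 113 in IS, a log2 fold change of -0.36 (standard error 0.097), and met the criterion in each of the 8 fits that left out 1 library. Eef2k (ENSRNOG00000016448) had 278 ± 23.5 in FID and 339 ± 44.4 in IS, a log2 fold change of -0.29 (standard error 0.10), and missed the criterion without FID replicate 2 or IS replicate 3. The adjusted p of each of these 4 genes was 0.786 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A 2-sided exact permutation test of their normalized counts gave p = 0.029 for Gsn and p = 0.057 for Ppp1r9a, Prkcb and Eef2k. Chromatin accessibility was not analysed here. From the loci changed in both expression and accessibility, the paper reasons that synaptic transmission, synaptic depression and LTP were increased, and that neural cell migration, neurite branching and emotional behaviors were decreased (Fig. 4A).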

In the FIDch group, 197 (24%) and 88 (13%) differentially expressed (DE) genes also showed change in chromatin accessibility and H3K9me3, respectively (Fig. 4B). These changes indicate an increased in neurodevelopment, cell movement, neuroglia quantity, and cellular functions (Fig. 4B). 

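Against IS, 838 of 13693 genes tested in FIDch met the study's criterion, 398 with higher and 440 with lower counts. An adjusted p under 0.05 was reached by 18 genes, 6 of them higher in FIDch, and an unadjusted p under 0.05 by 1081. The fits that each left out 1 library gave 681 to 1267 genes at the criterion, the most without IS replicate 3, and 4 to 25 genes with an adjusted p under 0.05. The latter number was 4 without FIDch replicate 1 or 3, 7 without FIDch replicate 4, 5 without IS replicate 2 and 8 without IS replicate 4. Rps9 (ENSRNOG00000058909) had 10.2 ± 3.59 normalized counts (SD, n = 4) in FIDch and 113 ± 48.8 in IS, a log2 fold change of -3.41 (standard error 0.36, adjusted p = 0.00198 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It is a ribosomal protein gene, it overlaps Pirb in RefSeq's GRCr8 annotation, and the counting could share its reads with near-identical copies. Rps9 was high in 6 male libraries (mean 98.9 normalized counts) and low in 10 (mean 8.89), and the low values were not confined to FIDch. In ISch and in FID only replicate 3 was high (73.38 and 67.12). Variants of the parents therefore stay open beside the diet. The adjusted p of Rps9 was under 0.05 in each fit that left out 1 library and 0.0546 with the 4 male groups in one fit. Over all alternatives it lay between 6.85e-18 and 0.0546. Snurf (ENSRNOG00000054391), which overlaps Snrpn, had 346 ± 38.5 normalized counts (SD, n = 4) in FIDch and 550.1 ± 64.5 in IS, a log2 fold change of -0.66 (standard error 0.10, adjusted p = 0.0233 from edgeR's test). Rec114 (ENSRNOG00000009332), which overlaps Nptn, had 47.2 ± 4.67 in FIDch and 87.8 ± 8.01 in IS, a log2 fold change of -0.88 (standard error 0.14, adjusted p = 0.0288 from edgeR's test). Cox6b1 (ENSRNOG00000034161), a symbol that 2 of the deposited genes share, had 358 ± 37.9 in FIDch and 235 ± 20.6 in IS, a log2 fold change of 0.60 (standard error 0.10, adjusted p = 0.0379 from edgeR's test). Ccdc152 (ENSRNOG00000039473), which overlaps Selenop, had 113 ± 12.5 in FIDch and 183 ± 19.1 in IS, a log2 fold change of -0.69 (standard error 0.12, adjusted p = 0.0474 from edgeR's test). The adjusted p of Snurf, Rec114, Cox6b1 and Ccdc152 rose over 0.05 in several of the fits that left out 1 library, and in all 4 genes without FIDch replicate 1, 2 or 3 and without IS replicate 2 or 4. Over all alternatives it reached 0.114 in Snurf, 0.126 in Rec114, 0.182 in Cox6b1 and 0.189 in Ccdc152, and its lowest values were 5.95e-06, 2.21e-05, 6.46e-05 and 0.000161 in the same order. The values of the FIDch and the IS rats did not overlap in any of these 5 genes, as the rule for naming them requires.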

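In Fig. 4B, 31 gene symbols could be read, and 30 of them had a log2 fold change in FIDch with the sign of the figure. The 11 increased genes of the sector with a change in accessibility had log2 fold changes from 0.11 to 0.45, and its 7 decreased genes from -0.47 to -0.04. In the sector with a change in H3K9me3, the 9 genes drawn as increased ranged from -0.02 to 0.64 and the 4 decreased genes from -0.65 to -0.21. Pcdhb14 (ENSRNOG00000020059), drawn as increased, had 53.9 ± 10.7 normalized counts (SD, n = 4) in FIDch and 53.3 ± 9.34 in IS, and its fitted change had the opposite sign (log2 fold change -0.02, standard error 0.18, adjusted p = 0.99 from edgeR's test). Without FIDch replicate 1, without FIDch replicate 3 or without IS replicate 3 its sign was that of the figure, with 0.04, 0.02 and 0.09. Without IS replicate 1, the number of genes with the sign of the figure was 27. An unadjusted p under 0.05 was found for 8 of these genes and the criterion was met by 5, against 10 without FIDch replicate 3, 8 without IS replicate 1 and 15 without IS replicate 3. After adjustment over all genes 0 had an adjusted p under 0.05, and adjusted over the list alone 3 had one, Ppp3r1, Grm4 and Slc7a8. As in the FID panel, the genes had been chosen on these samples. The latter number was 0 without FIDch replicate 1, FIDch replicate 4, IS replicate 2 or IS replicate 4, 7 without FIDch replicate 3 and 9 without IS replicate 3. Bmp4 (ENSRNOG00000009694) had 45 ± 18.7 normalized counts (SD, n = 4) in FIDch and 66.2 ± 15.8 in IS, a log2 fold change of -0.64 (standard error 0.26, adjusted p = 0.569 from edgeR's test). Other groupings of the same rats gave a difference as large (exact permutation p = 0.11). Bmp4 missed the criterion without FIDch replicate 3, FIDch replicate 4, IS replicate 1 or IS replicate 2, and with the 4 male groups in one fit. Grm4 (ENSRNOG00000000487) had 56.3 ± 5.84 in FIDch and 88.1 ± 14.9 in IS, a log2 fold change of -0.62 (standard error 0.15, adjusted p = 0.228 from edgeR's test). Pcdhb3 (ENSRNOG00000020095), a member of a gene cluster of similar sequence, had 62.7 ± 14.5 in FIDch and 41.6 ± 5.98 in IS, a log2 fold change of 0.58 (standard error 0.20, adjusted p = 0.472 from edgeR's test, exact permutation p = 0.057), and missed the criterion without FIDch replicate 4. Slc7a8 (ENSRNOG00000014311) had 661 ± 53.2 in FIDch and 555 ± 27 in IS, a log2 fold change of 0.26 (standard error 0.075, adjusted p = 0.384 from edgeR's test). Ppp3r1 (ENSRNOG00000043210) had 6033 ± 265 in FIDch and 7086 ± 139 in IS, a log2 fold change of -0.23 (standard error 0.052, adjusted p = 0.181 from edgeR's test). The groups did not overlap in Grm4, Slc7a8 and Ppp3r1 (2-sided exact permutation p = 0.029), and these 3 met the criterion in each fit that left out 1 library. With other tests the adjusted p fell under 0.05 for Grm4 (0.0463 with edgeR's likelihood ratio test and 0.044 with its exact test) and for Ppp3r1 (0.0222 with DESeq2 and 0.0273 with the 4 male groups in one fit). Over all alternatives it ranged from 0.044 to 0.6 for Grm4 and from 0.0222 to 0.587 for Ppp3r1.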

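In Fig. 4C, the comparison of ISch with IS, 86 gene symbols could be read, and 84 of them had a log2 fold change with the sign of the figure. The sector with a change in accessibility held 24 of these genes drawn as increased, with log2 fold changes from 0.06 to 0.48, and 6 drawn as decreased, from -0.46 to -0.14. Of these, 9 increased and 2 decreased genes met the study's criterion. The sector with a change in H3K9me3 held 29 genes drawn as increased, from -0.02 to 0.71, of which 14 met the criterion, and 8 drawn as decreased, from -0.45 to 0.06, of which 1 did. The genes with the opposite sign were Pcdhb4 (ENSRNOG00000027469), with 25.1 ± 5.63 normalized counts (SD, n = 4) in ISch and 25.5 ± 6.8 in IS, and Prkar1a (ENSRNOG00000049876), with 2547 ± 44.6 and 2437 ± 147. Their log2 fold changes were -0.02 (standard error 0.25, adjusted p = 0.988 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.06 (standard error 0.054, adjusted p = 0.694), both within the spread of the replicates. Pcdhb4 had the sign of the figure without ISch replicate 2 (0.02), ISch replicate 4 (0.11), IS replicate 2 (0.01) or IS replicate 3 (0.13). Prkar1a overlaps Fam20a, and Pcdhb4 lies in a cluster of similar genes. Over the whole panel, 41 genes had an unadjusted p under 0.05 and 37 met the criterion. In edgeR's quasi-likelihood test 0 had an adjusted p under 0.05 over all genes, and 0 adjusted over the list alone. The likelihood ratio test gave 1 and 2 in the same order, edgeR's exact test 0 and 2, and DESeq2 0 and 1. The number at the criterion fell to 12 without IS replicate 1, to 12 without ISch replicate 1 and to 19 without ISch replicate 2, and to 9 without ISch replicates 1 and 2 together. Adjusted over the list alone, 42 genes had an adjusted p under 0.05 without IS replicate 3, and 43 with all genes of at least 1 count tested, although the panel's genes had been picked from these libraries. The 3 genes of the H3K9me3 sector with the largest changes among those at the criterion were all higher in ISch. Gucy1a2 (ENSRNOG00000029876) had 121 ± 15.3 normalized counts (SD, n = 4) in ISch and 74.7 ± 31.6 in IS, a log2 fold change of 0.71 (standard error 0.25, adjusted p = 0.398 from edgeR's test, exact permutation p = 0.029). It met the criterion in each fit that left out 1 library, but not without ISch replicates 1 and 2 together. Itga1 (ENSRNOG00000053550), which overlaps Pelo, had 37.3 ± 13.4 in ISch and 25.1 ± 5.56 in IS, a log2 fold change of 0.58 (standard error 0.26, adjusted p = 0.472 from edgeR's test, exact permutation p = 0.086). It missed the criterion without ISch replicate 1, ISch replicate 4, IS replicate 1 or IS replicate 4, and with DESeq2. Htr4 (ENSRNOG00000019134) had 61.5 ± 10.3 in ISch and 43.9 ± 11.1 in IS, a log2 fold change of 0.50 (standard error 0.20, adjusted p = 0.451 from edgeR's test, exact permutation p = 0.057). Htr4 missed the criterion without ISch replicate 3, ISch replicate 4 or IS replicate 1.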

In the ISch group, 210 (29%) and 155 (24%) DE genes showed changes in chromatin accessibility and H3K9me3, respectively, that indicate reduced neural and axonal development and enhanced cell migration, synaptic transmission, and memory (Fig. 4C). 

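In the sector of Fig. 4C with changes in both accessibility and H3K9me3, 18 of the readable genes were drawn as increased and 1 as decreased. All 18 were higher in ISch than in IS, with log2 fold changes from 0.17 to 0.71, and 10 of them met the study's criterion. The gene drawn as decreased, Crhr1 (ENSRNOG00000004900), had 20.9 ± 4.04 normalized counts (SD, n = 4) in ISch and 35.9 ± 5.77 in IS, a log2 fold change of -0.77 (standard error 0.21, adjusted p = 0.275 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its values in ISch lay below those in IS in every rat (2-sided exact permutation p = 0.029), and it met the criterion in each of the 8 fits that left out 1 library. Pclo (ENSRNOG00000005726) had 2144 ± 441 normalized counts (SD, n = 4) in ISch and 1524 ± 509 in IS, a log2 fold change of 0.49 (standard error 0.20, adjusted p = 0.448 from edgeR's test). Other groupings of the same rats gave a difference as large (2-sided exact permutation p = 0.14). Pclo missed the criterion without ISch replicate 1, ISch replicate 2, IS replicate 1, IS replicate 2 or IS replicate 4, with DESeq2, and with the 4 male groups in one fit.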

The 107 common loci that were changed in both ATAC and H3K9me3 from the ISch group showed expression changes indicating increased cell quantity and synaptic transmission (Fig. 4C).

**Fig. 4:**
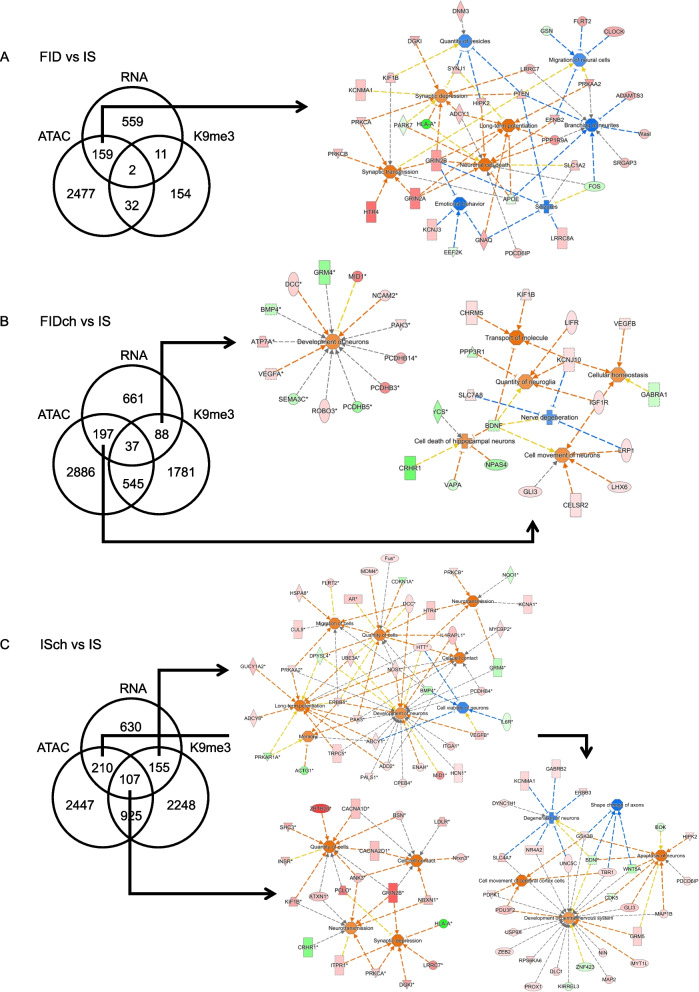
Integration of P65 hippocampal RNA-seq, ATAC-seq, and ChIP-H3K9me3-seq data. **A** FID and IS comparison showing 159 of 731 (22%) loci with specific changes in chromatin accessibility. These changes indicate activated synaptic transmission and neuronal cell death accompanied by inhibited branching of neurites, migration of neural cells, and emotional behavior. **B** FIDch vs IS comparison showing 88 loci with specific H3K9me3 changes, which indicate an activated neuronal development. 197 loci with specific changes in chromatin accessibility indicate activated cellular function, including cellular homeostasis, cell movement, cell death, and quantity of neuroglia, but inhibited nerve degeneration. **C** ISch and IS comparison showing 107 loci with both ATAC and H3K9me3 changes, which indicate activated synaptic transmission and quantity of cells. 155 loci with specific H3K9me3 changes indicate reduced neuronal viability but activated development of neurons, neurotransmission, and cell migration. 210 loci with specific changes in chromatin accessibility indicate both inhibited degeneration and activated apoptosis of neurons via different set of genes, as well as activated development of the nervous system

Since ATAC and H3K9me3 peaks showed overlap mainly in the intergenic regions across all four experimental groups (Table 1), we analyzed the nearest genes to these overlapping regions and identified 91 common genes among IS, FID and FIDch groups. These genes mapped onto a network centering on brain-derived neurotrophic factor (BDNF), presenilin-1 (PSEN1), and amyloid precursor protein (APP) (Fig. 5A). The choline-specific effect showed 142 genes that mapped onto a network centering on alpha-synuclein (SNCA), Huntingtin (HTT), transcription factor 7 like 2 (TCF7L2), and interferon gamma (INFG) (Fig. 5B).

**Table 1:** Overlapping regions between ATAC and H3K9me3 peaks. The overlapping peaks between the two datasets were primarily located in intergenic regions

Treatment Group	# Overlapping Regions	# Nearest Loci	IPA-Annotated Diseases and Functions
*IS*	868	235	Development of CNS, Long-Term Potentiation (LTP)
*ISch*	593	237	Synaptic transmission of cerebrocortical cells, LTP of hippocampal neurons
*FID*	551	149	Differentiation of neurons, Migration of cells, LTP
*FIDch*	563	142	Cerebral disorder, Tauopathy, LTP, Migration of neuroglia

**Fig. 5:**
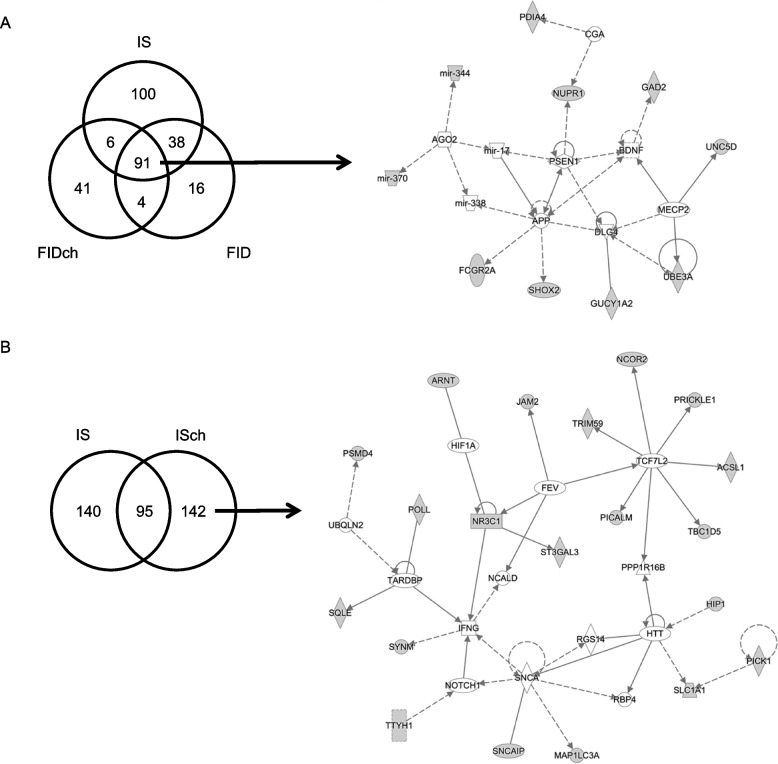
Alignments of ATAC-seq and H3K9me3-seq peaks among treatment groups. **A** Overlapping ATAC and H3K9me3 peaks among IS, FID, and FIDch groups localized to the intergenic regions of 91 nearby genes, which mapped onto a gene network centering on the Brain-derived neurotrophic factor (BDNF), Presenilin-1 (PSEN1), and Amyloid precursor protein (APP), and methylcytosine-binding protein 2 (MeCP2). **B** Overlapping ATAC and H3K9me3 peaks between IS and ISch groups showed 142 choline-specific effect genes that mapped onto a gene network centering on alpha-synuclein (SNCA), Huntingtin (HTT), transcription factor 7 like 2 (TCF7L2), and interferon gamma (INFG)

## Discusion

Early-life ID and prenatal choline produce persistent and widespread hippocampal gene dysregulation in preclinical models [11, 12, 47]. We previously demonstrated DNA methylation changes in the developing iron-deficient hippocampus [48] and chromatin methylation changes at the *Bdnf* gene in the FID hippocampus [12], providing evidence for acute and persistent epigenetic modifications induced by early-life ID. To systematically determine the stable long-term epigenetic changes induced by early-life ID in the iron-repleted adult hippocampus, the present study assessed and integrated the landscapes of accessible chromatin modifications (ATAC vs. H3K9me3) and transcriptomic changes from the FID rat hippocampus. The findings reveal that fetal-neonatal ID altered chromatin accessibility accounting for about 22% of gene expression changes, particularly among loci that regulate neurite growth and synaptic transmission; however, fetal-neonatal ID had little (~ 1.7%) effect on the repressive histone H3K9me3 mark. These lower overlap percentages might partially be due to sampling from separate groups of animals, but could also indicate other mechanisms underlying the long-term gene expression changes, suggesting an involvement of other epigenetic modifications. Thus, integration of additional epigenetic marks (e.g., H3K27me3, H3K4me3, 5mC, and 5hmC [49, 50]) is needed in future studies to more fully elucidate epigenetic mechanisms contributing to the fetal-neonatal ID-induced long-term gene dysregulation.

We addressed the prenatal choline effects on specific epigenetic modifications given its initial identification as a potential adjunctive treatment for early-life ID [25, 51]. Choline partially rescued the fetal-neonatal ID effects, accounting for 24% of gene expression changes. 

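Of the genes called at the study's criterion in FID against IS, 550 (85.94%) were not called in FIDch against IS, and 90 were called in both. Both comparisons use the same IS libraries, so 40 pairs of unchanged groups with shared controls were simulated. The IS libraries of each pair were simulated too, and the observed IS counts did not enter the pairs as controls. In these pairs 389 to 461 genes, or 75.83% to 83.24% of the first group's calls, were not called in the second, and 86 to 129 were called in both. In FIDch, 74.84% of the FID calls had a log2 fold change with the same sign as in FID, against 86.45% to 92.26% in the simulated pairs. The correlation of the log2 fold changes across genes, which are not independent replicates, was 0.34, against 0.4918 to 0.5493. The 12 fits that each left out 1 library gave a same-sign share of 68.43% (without FID replicate 1) to 86.86% (without IS replicate 3) and a correlation of 0.2778 (without FIDch replicate 2) to 0.49 (without IS replicate 3). Beside pairs simulated with the same library left out, in each of the 12 fits the share not called was above the simulated range, and the same-sign share and the correlation were below theirs. With all genes of at least 1 count tested the correlation was 0.5933, for which no range was simulated. The simulation draws each gene separately, so variation that genes share within a library is not in its ranges. The number not called in FIDch was 323 without IS replicate 1 and 1011 without IS replicate 3, the lowest and the highest of the 12 fits that each left out 1 library. Compared directly, FIDch and FID differed at the criterion in 1810 of 13945 genes, 801 higher and 1009 lower in FIDch. An unadjusted p under 0.05 was found for 2488 genes and an adjusted p under 0.05 for 179, of which 61 were higher. The excess of lower genes at the criterion depended on the scaling. With library size alone 921 were higher and 880 lower, and with the 4 male groups in one fit 914 and 878. With RLE size factors the numbers were 886 and 917. Each fit that left out 1 library had more lower than higher genes. With 1 library left out, 1295 to 2003 genes met the criterion, and the number with an adjusted p under 0.05 fell in each of these fits. It was 17, 111, 74 and 18 without FIDch replicates 1 to 4 in turn, and 72, 96, 86 and 31 without FID replicates 1 to 4. Whether the effect of choline differed between the formerly iron-deficient and the iron-sufficient rats was tested as an interaction in all 16 male libraries, over 14314 genes. The criterion was met by 2066 genes, an unadjusted p under 0.05 was found for 2210, and an adjusted p under 0.05 for 1, Sec23ip (ENSRNOG00000020411), which is named after its value was seen. Its choline effect was lower in the formerly iron-deficient rats by a log2 difference of -0.76 (standard error 0.12, adjusted p = 0.0412 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fits that each left out 1 library gave 1464 to 2627 genes at the criterion and 0 to 8 with an adjusted p under 0.05. There were 8 without FIDch replicate 2, 4 without FID replicate 1, 2 without FID replicate 2, and 0 without FID replicate 4, without any 1 of the other FIDch libraries, and without replicate 1, 2 or 4 of IS or of ISch.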

Interestingly, prenatal choline had a significant effect on both ATAC and H3K9me3 changes in the IS group, particularly among loci regulating neurotransmission and opioid signaling, suggesting either excessive dosing or duration of choline treatment. Thus, more studies assessing choline dose-responses are needed in order to identify appropriate dosing for its proposed used as an adjunct therapy for early-life ID anemia [52]. Collectively, these findings reveal a lasting consequence of early-life ID and prenatal choline on the adult male rat hippocampal epigenome.

Fetal-neonatal ID resulted in more loci showing increased than decreased accessibility, consistent with our transcriptomic data. These findings support the conclusion that changes in ATAC partially account for the long-term epigenetic modifications induced by early-life ID [53]. Nevertheless, it is not surprising that the reduced chromatin accessibility occurred among loci regulating maturation of hippocampal neurons, which may account for the impaired cognitive function exhibited by FID rats [24, 25]. 

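Among the genes at the study's criterion, 50.62% were higher than in IS in the FID group, 47.49% in the FIDch group and 56.09% in the ISch group. With each library left out in turn, the FID share ranged from 47.27% to 56.55%, and it was under 50% without FID replicate 1 (49.31%), FID replicate 3 (47.27%), IS replicate 1 (47.96%) or IS replicate 4 (49.7%). The FIDch share ranged from 42.39% to 51.7%, over 50% only without IS replicate 3, and the ISch share from 49.08% to 64.72%, under 50% only without ISch replicate 1. Without ISch replicates 1 and 2 together, an alternative chosen after seeing the data, the ISch share was 42.12%. With scaling by library size alone in place of TMM, the shares were 59.57%, 52.52% and 62.32%.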

Our group recently reported the effect of phlebotomy-induced ID anemia on neuroinflammation [54]. Given the important role of microglia in neural development and function [55], the long-term ID-induced epigenetic changes in loci regulating neuroinflammation signaling pathways could contribute to the abnormal cognition, emotional behavior, and neurodevelopmental disorders (e.g., autism, schizophrenia, Alzheimer disease) observed in the FID adult animals [21, 26, 29].

The established beneficial effects of prenatal choline demonstrated by others in preclinical models of other neurodevelopmental conditions [33–35, 41], by us in this model of fetal-neonatal ID [12, 51] and clinically in children [32], as well as choline’s role as a methyl donor [56] justified the rationale for assessing its long-term effects on the neuroepigenome. A major finding was of long-term choline effects on both ATAC and H3K9me3 landscapes in the hippocampus of the FID and IS control groups. In the FID group, choline supplementation not only normalized fetal-neonatal ID-reduced accessibility of genes that regulate neuronal maturation and synaptic plasticity (e.g., synaptogenesis, LTD, CREB signaling pathways) but also promoted accessibility of genes regulating myelination, mitochondrial transport, and synaptic function (ephrin and neurotrophin signaling). These effects could account for the partial recovery of hippocampal-dependent learning and memory function in FIDch adult rats [51]. While these long-term epigenetic changes were found in the hippocampus, a focus of our study, they could also occur in the cerebral cortex and cerebellum as these brain structures have a long developmentally-sensitive window [57]. Future studies could investigate the epigenomic effects of early-life ID on other developing brain regions as we have in a previous study [58].

A novel and unique finding of prenatal choline effect in the IS group (ISch) was the increased H3K9me3 enrichment among loci regulating opioid and dopamine-DARPP32 signaling pathways, suggesting that choline can influence the reward circuitry potentially involving the hippocampal-cortical-nucleus accumbens connectivity [59, 60]. This finding raises possible concerns as to whether prenatal choline may affect the reward signaling circuity in adulthood given the chromatin changes in loci implicating altered balance of dopaminergic, glutamatergic, and GABAergic synaptic transmission [61–64]. Thus, the use of choline as a therapeutic agent will need more rigor scrutiny to determine the appropriate dose and duration during gestation so as to maximize the beneficial effects while minimizing potential negative impacts.

The fetal-neonatal ID or choline effects on ATAC and H3K9me3 signatures were largely distinct with limited overlapping regions, indicating that the majority of peaks between ATAC and H3K9me3 were mutually exclusive as expected given that they generally have opposing effects (activation vs. repression) on gene regulation [45, 46]. However, the genomic regions showing both ATAC and H3K9me3 changes by early-life ID were found in a gene network that include BDNF, APP, and PSEN1, which we have documented previously using transcriptomic and targeted gene expression analyses [21, 47]. The findings highlight convergent epigenetic modifications as well as reveal potential long-distance regulatory elements for specific gene networks that can be dysregulated by early-life ID. Likewise, prenatal choline produced convergent epigenetic modifications within a specific gene network regulating factors that contribute to neurological diseases, including SNCA, HTT, and NR3C1. Thus, it is important to determine the long-term neurological effects of prenatal choline supplementation to fully evaluate its beneficial effects beyond cognitive function. Lastly, analysis of fetal-neonatal ID and choline effects on TF binding motifs reveal that choline may rescue transcriptional and behavioral abnormalities induced by early-life ID using molecular machineries distinct from those directly affected by fetal-neonatal ID. TFs that were implicated only in the FIDch group such as FOXA1, DLX and certain members from the IRF family may serve as potential targets for the development of an interventional strategy to prevent long-term neurologic outcomes.

There are two limitations of our study. First, to keep in line with our prior behavioral analyses of this model, the study design involved culling litters and using a single male rat from each litter for the performed experiments. This was to minimize the effects associated with litter size and maternal nursing behavior. As such, this design potentially increases the variation of inherent epigenomes within the same experimental group, which could lead to smaller signal-to-noise ratio as epigenetic marks are shown to be heritable [65] and varied across litters. This inherent cross-litter variation in could pose a risk to the reproducibility of the study. Second, despite a statistical power of ~ 70%, our experimental sample size (*n* = 4/group), while similar to multiple published epigenetic studies [49, 66–70], could be underpowered to small differences between groups. Future studies could increase the sample size to 6/group, which would increase the estimated power to > 80%, to detect these small changes.

## Conclusions

Early-life ID produces lasting and widespread changes in the adult iron-repleted rat hippocampal epigenome, providing insights into molecular mechanisms mediating the long-term gene dysregulations. This study provides evidence that changes in chromatin accessibility could partially account for this persistent gene dysregulation in adulthood. The mechanisms underlying early-life ID-altered chromatin landscapes were likely independent of modifiers of H3K9me3 mark such as the iron-containing KDM4 histone demethylase and the G9A methyltransferase. Conversely, choline-mediated epigenetic changes in the rat hippocampus involved modification of the H3K9me3 landscape, implicating H3K9 methyltransferases and demethylases. Since epigenetic regulation involves complex interactions among iron-dependent and -independent factors, this study provides a foundation for further research to fully investigate the relative contributions of others epigenetic modifications underlying early-life ID-induced gene dysregulation and to identify potential therapeutic targets for the prevention of long-term adverse outcomes of early-life ID.

## Methods

### Animals

Gestational day (G) 2 pregnant Sprague-Dawley rats were purchased from Charles River Laboratories (Wilmington, MA). Rats were maintained on a 12-hr:12-hr light/dark cycle with ad lib food and water. Fetal-neonatal ID was induced by dietary manipulation as previously described [25, 71] to induce a degree of ID that occurs in human newborns [72]. In brief, pregnant rats were given a purified iron-deficient diet (4 mg Fe/kg, TD 80396, Harlan Teklad, Madison, WI) from G2 to postnatal day (P) 7 and a purified iron-sufficient diet (200 mg Fe/kg, TD 09256, Harlan Teklad) thereafter. Both diets were similar in all respects except for their ferric citrate content. Control iron-sufficient rats were generated from pregnant rats maintained on the iron-sufficient diet. Half of the dams on iron-sufficient or iron-deficient diet received dietary choline supplementation (5.0 g/kg choline chloride ([73, 74], Iron-sufficient + choline: TD 1448261, Iron-deficient + choline: TD 110139) from G11–18, while the remaining dams received iron-modified diets with standard choline content (1.1 g/kg). Thus, dams and their litters were randomly assigned to the following groups: iron-deficient with choline supplementation, iron-deficient without choline supplementation, iron-sufficient with choline supplementation, and iron-sufficient without choline supplementation. All litters were culled to 8 pups at birth with equal numbers of male and female pups to minimize the effects associated with sex and litter size in maternal nursing behavior. Only male offspring were used in the current study. To avoid litter-specific effects, tissue from a single male rat from each litter was used in each experiment. Rats were weaned on P21 and maintained on an iron-sufficient diet thereafter. The pups were studied at P65 after complete brain iron repletion [75]. Therefore, the final study groups were formerly iron-deficient without choline supplementation (FID), formerly iron-deficient with choline supplementation (FIDch), iron-sufficient with choline supplementation (ISch), and always iron-sufficient without choline supplementation (IS, control group). The University of Minnesota Institutional Animal Care and Use Committee approved all experiments in this study (Protocol # 2001-37802A).

### Hippocampal dissection

P65 rats were euthanized by injection of pentobarbital (100 mg/kg, intraperitoneal) followed by decapitation. Brains were removed and bisected along the midline on an ice-cold metal block. The hippocampus was isolated, flash-frozen in liquid nitrogen, and stored at − 80 °C.

### Nuclei isolation and DNA transposition

Nuclei isolation and DNA transposition were carried out as previously described [76] with modifications. Briefly, flash-frozen hippocampus was thawed in cold homogenization buffer (5 mM CaCl_2_, 3 mM Mg(AC)_2_, 10 mM Tris pH 7.8, 0.0167 mM PMSF, 0.167 mM β-mercaptoethanol, 1x proteinase inhibitor (cOmplete), 320 mM sucrose, 0.1 mM EDTA, 0.1% CA630), and homogenized using a Pellet Pestle motor and syringe. Equal volume of 50% iodixanol solution (5 mM CaCl_2_, 3 mM Mg(AC)_2_, 10 mM Tris pH 7.8, 0.017 mM PMSF, 0.17 mM β-mercaptoethanol, 1x proteinase inhibitor (cOmplete), 50% iodixanol) was added to homogenate to reach a final concentration of 25% iodixanol. 29% (5 mM CaCl_2_, 3 mM Mg(AC)_2_, 10 mM Tris pH 7.8, 0.017 mM PMSF, 0.17 mM β-mercaptoethanol, 1x proteinase inhibitor (cOmplete), 160 mM sucrose, 29% iodixanol) and 35% (5 mM CaCl_2_, 3 mM Mg(AC)_2_, 10 mM Tris pH 7.8, 0.017 mM PMSF, 0.17 mM β-mercaptoethanol, 1x proteinase inhibitor (cOmplete), 160 mM sucrose, 35% iodixanol) iodixanol solution were sequentially added under the 25% iodixanol solution layer. The 3-layer system was centrifuged in a swinging bucket centrifuge at 4255 x g for 20 min. After centrifugation, nuclei were isolated and collected from the 29–35% iodixanol solution interface. Isolated nuclei were counted with trypan blue (0.4%) and 50,000 nuclei were transferred into a tube containing 1 ml ATAC-RSB (10 mM Tris pH 7.8, 10 mM NaCl, 3 mM MgCl_2_) with 0.1% Tween-20. Nuclei were pelleted by centrifugation at 500 x g for 10 min. All steps above were conducted on ice or at 4 °C. Nuclei were resuspended in transposition mix (25 μL 2x TD buffer (Illumina), 16.5 μL PBS, 0.5 μL 10% Tween-20, 1% digitonin, 2.5 μL Tn5 transposase (Illumina), 5 μL H_2_O), and incubated at 37 °C for 30 min in a thermomixer at 1000 rpm. Transposed DNA was purified using MinElute Reaction Cleanup kit (Qiagen).

### Chromatin immunoprecipitation (ChIP)

ChIP experiments were performed as previously described [77] with modifications. In brief, chromatin was prepared from hippocampal samples following the manufacturer’s recommendations (Millipore, Temecula, CA). Samples were homogenized in ice-cold PBS (500 μL) using a Pellet Pestle motor and pelleted by centrifugation at 13 K rpm (30s). The pellets were resuspended in PBS and cross-linked in 1% formaldehyde solution (Sigma). Following the removal of fixative and PBS rinses, lysates were resuspended in 500 μL lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris pH 8.1, 1 mM PMSF, 10 μL 10X protease inhibitor cocktails (Roche, Indianapolis, IN)), incubated in an ice bath for 10 min, and sonicated (Bioruptor Pico, Diagenode) to shear DNA. Sonicated lysates were diluted 10-fold with ChIP dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-pH 8.1, 167 mM NaCl) and pre-cleared with 75 μL of Protein A agarose (50% slurry, Sigma). Pre-cleared chromatin lysate was immunoprecipitated by a ChIP-grade rabbit polyclonal antibody against histone H3K9me3 (Cat. # C15410193, Diagenode) with end-over-end rotation (4 °C, overnight). The antibody-histone complex was collected through the addition of 75 μL Protein A agarose slurry with mixing (4 °C, ≥ 1 hour). Following washes (per manufacturer’s protocol, Millipore), the immune-histone complex was eluted in 500 μL of elution buffer (1% SDS, 0.1 M NaHCO_3_). Reverse cross-linking was achieved by incubation in NaCl (0.2 M, 65 °C, overnight). Protease digestion (20 μg proteinase K, 20 mM EDTA, 100 mM Tris-pH 6.5, 45 °C, 1 hour) was performed to recover DNA, which was further purified using phenol/chloroform extraction and EtOH precipitation (1/10 volume 3 M sodium acetate, pH 5.2, 2 volume ethanol). Levels of enriched *Gapdh* (active) and *Myod1* (inactive) loci were used to validate ChIP experiments by real-time PCR.

### Real-time PCR

For validation analysis of precipitated DNA from ChIP experiments, SYBR-green PCR (Fast SYBR green master mix, ABI) was used to amplify *Gapdh and Myod1*. Input DNA (10%) was used as a normalizer to account for input amount (ΔCt). Real-time PCR was performed with QuantStudio™ 5 (Thermo Fisher).

### Next-generation sequencing

Recovered DNA from ATAC or ChIP was delivered to the University of Minnesota Genomics Center for quality control, library preparation and sequencing. DNA was first quantified using the PicoGreen dsDNA Assay Kit (Invitrogen). ATAC-seq library preparation was performed in accordance with the ATAC-seq protocol as described by Buenrostro et al. [78]. Library preparation for ChIP-seq was completed using ThruPLEX® DNA-Seq (Rubicon Genomics) kit. Libraries were assessed for quality using electrophoresis on an Agilent Bioanalyzer (Agilent) and size-selected for 200 ~ 800 bp fragments. Selected libraries were quantified again, and sequencing was performed at a depth of ~ 46 million reads per sample using NovaSeq 6000 for ATAC-seq, and a depth of ~ 25 million reads per sample using HiSeq 2500 for ChIP-seq to generate 50-bp pair-end reads.

### Bioinformatics

ChIP-seq and ATAC-seq datasets, comprising 16 samples with 4 biological replicates in each condition (IS, ISch, FID, and FIDch) were aligned to the Ensembl v90 rat reference genome (rn6) using HISAT2 (v2.2.1) [79]. MACS (v2.1.0) was utilized to assess sites of chromatin accessibility in ATAC-seq samples and sites of H3K9me3 histone modification (peaks) for each of the 4 conditions [80]. MACS2 was run with parameters --bw 300 -p 1e-05 for the ChIP-seq data and -p 1e-05 --nomodel --shift 100 --extsize 200 for ATAC-seq data. diffReps [81] was utilized to find differential sites for the comparisons to the IS control group (FID, FIDch, or ISch vs. IS). diffReps was run with default parameters. Global analysis of overlapping between ATAC and H3K9me3 peaks was performed using BEDTools (PMID: 20110278) [82] with 1 bp overlapping threshold to identify regions modified by both markers. Differential sites were mapped to genes using the tool HOMER (PMID: 20513432) [83]. Visualization of alignments of ATAC and H3K9me3 peaks for representative genes *Bmp3*, *Tnks*, and *Ireb2* was performed using Integrative Genomics Viewer (Supplemental Fig. S6).

For RNA-seq data, datasets from a previous study [12] were reprocessed using FastQC and HISAT2 (v2.1.0). Gene quantification was done via featureCounts (PMID: 24227677) [84] to obtain the raw counts of reads mapping to genes. Differentially expressed genes (absolute log2(Fold Change) > 0.2 and *p*-value < 0.05) were identified using the edgeR (PMID: 19910308) [85] package in CLC Genomics Workbench software (Qiagen, Redwood City, CA) with a negative binomial generalized log-linear model fit to the raw read counts. Each experimental group (FID, FIDch or ISch) was compared to the IS control group. Parameter fitting was performed separately for each pairwise comparison. RNA-seq results were previously validated using real time PCR [12].

### Ingenuity pathway analysis (IPA)

Differentially modified genes from pairwise comparisons between treatment and IS control group (e.g., FID vs. IS, FIDch vs. IS, and ISch vs. IS) were analyzed by IPA (Qiagen), a knowledge-based database of > 8 million findings, to identify pertinent pathways, gene networks, and biofunctions. Data were analyzed using core analysis with Fisher’s exact test *p*-value ≤0.05 and absolute Z-score ≥ 2.0. Positive and negative Z-scores indicate increased and decreased activity, respectively.

### HOMER motif analysis

The program ‘findMotifsGenome.pl’ from the tool HOMER (PMID: 20513432) [83] was utilized to identify motifs of transcription factors among differential sites identified by diffReps (PMID: 23762400) [81] after applying an absolute log2(Fold Change) cutoff of 0.2 and an adjusted *p*-value cutoff of 0.05 [83].

### Supplementary Information

**Supplementary Material 1.**

**Supplementary Material 2.**

**Supplementary Material 3.**

**Supplementary Material 4.**

**Supplementary Material 5.**

**Supplementary Material 6.**

## Data Availability

The datasets generated and/or analysed during the current study are available in the Gene Expression Omnibus repository, GSE229266, GSE244208 (reviewer access token: mrepmwoebrwttsl).

## Abbreviations

APP: Amyloid precursor protein
ATAC: Assay for transposase-accessible chromatin
BDNF: Brain-derived neurotrophic factor
ChIP: Chromatin immunoprecipitation
CLEAR: Coordinated lysosomal expression and regulation
CNTF: Ciliary neurotrophic factor
CREB: cAMP response element-binding protein
CRH: Corticotrophin-releasing hormone
DE: Differentially expressed
FID: Formerly iron-deficient
FIDch: Formerly iron-deficient with choline
G: Gestational day
ID: Iron deficiency
IL: Interleukin
IPA: Ingenuity pathway analysis
IS: Iron-sufficient
ISch: Iron-sufficient with choline
LTD: Long-term depression
LTP: Long-term potentiation
MAPK: Mitogen-activated protein kinase
mTOR: Mammalian target of rapamycin
NGF: Nerve growth factor
P: Postnatal day
PDGF: Platelet-derived growth factor
PSEN: Presenilin
TF: Transcription factor
TGF: Transforming growth factor
TRK: Tyrosine receptor kinase

# Supplementary material for: Chromatin accessibility and H3K9me3 landscapes reveal long-term epigenetic effects of fetal-neonatal iron deficiency in rat hippocampus
**Source:** BMC Genomics. 2024 Mar 21;25:301. doi: 10.1186/s12864-024-10230-4
**Supplement:** Supplementary file 1 — Supplementary Material 1.

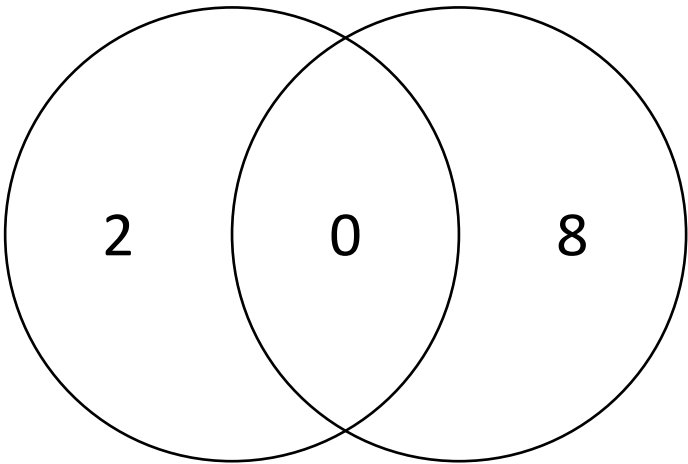

ATAC FID UP-IG      CHIP FID UP-IG

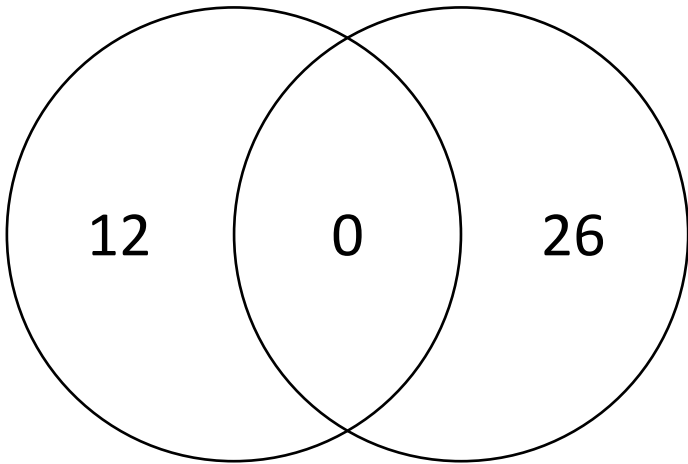

ATAC FID DN-IG      CHIP FID DN-IG

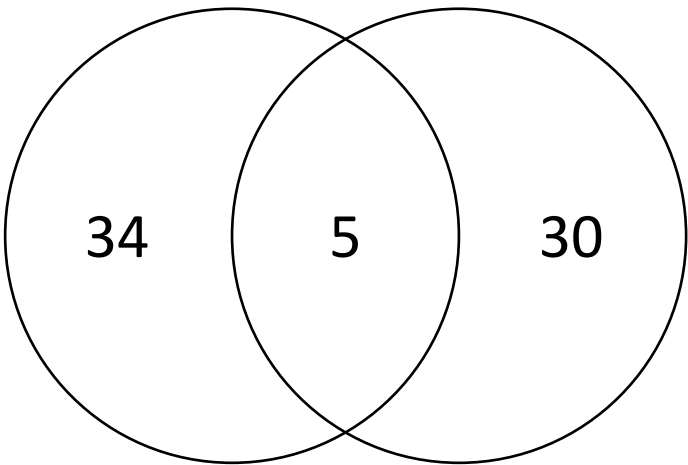

ATAC FIDch UP-GB      CHIP FIDch UP-GB

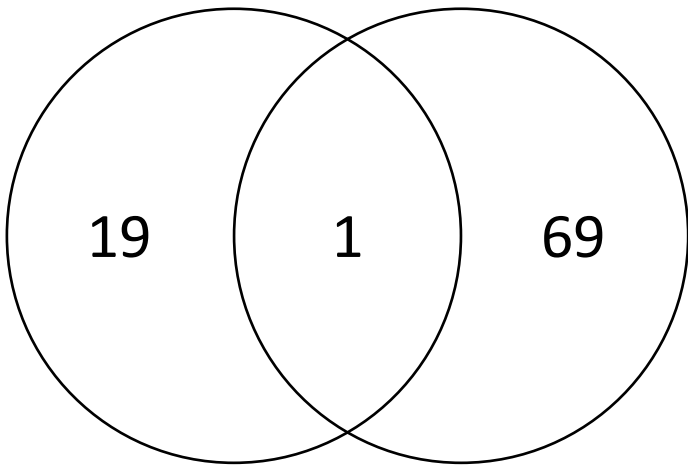

ATAC FIDch UP-IG      CHIP FIDch UP-IG

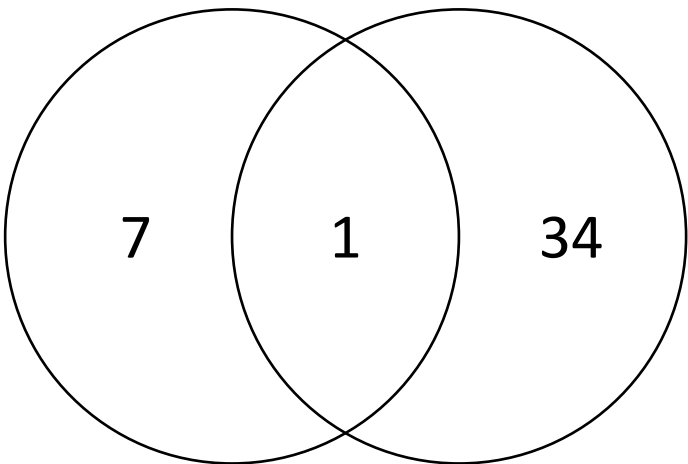

ATAC FIDch DN-IG      CHIP FIDch DN-IG

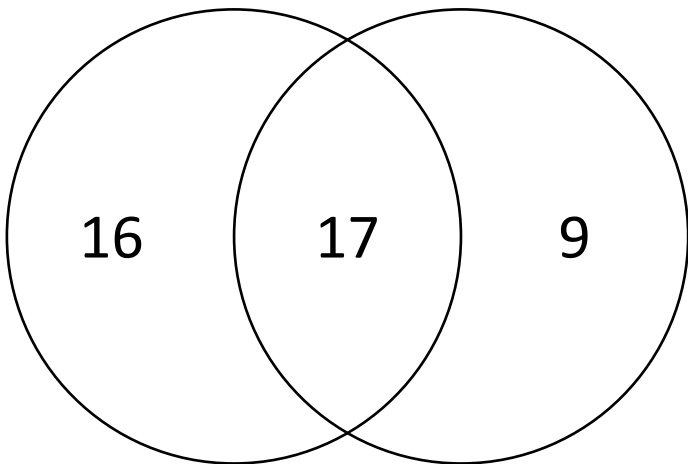

ATAC ISch UP-PM      CHIP ISch UP-PM

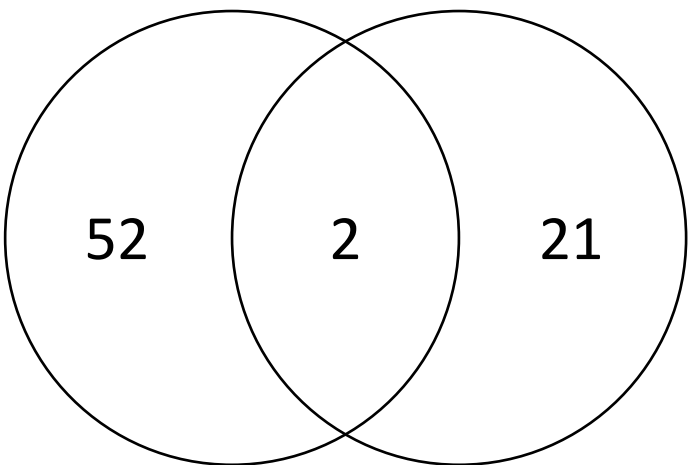

ATAC ISch UP-GB      CHIP ISch UP-GB

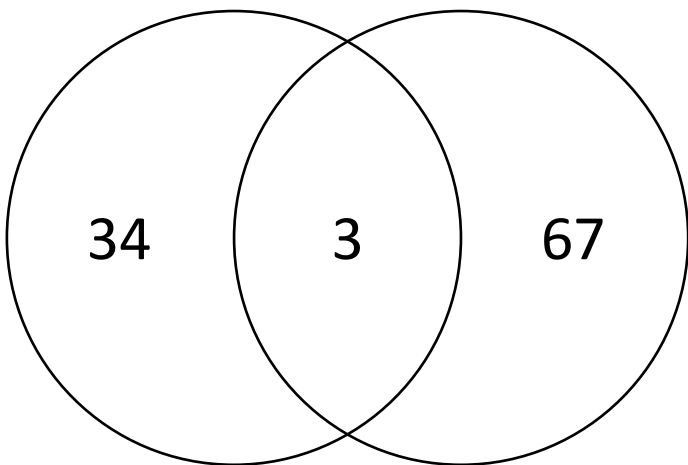

ATAC ISch UP-IG      CHIP ISch UP-IG

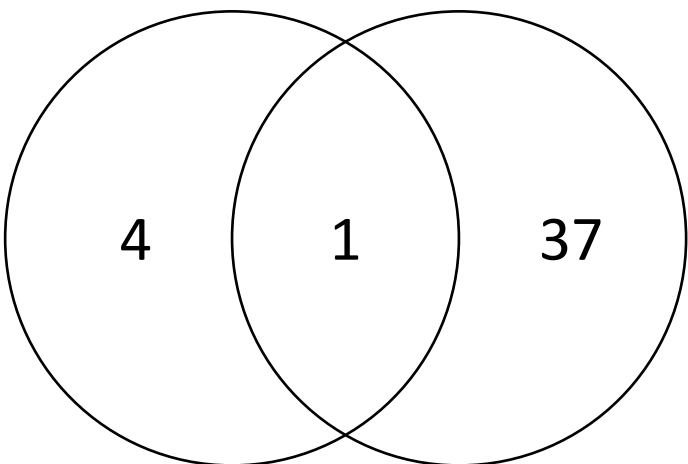

ATAC ISch DN-IG      CHIP ISch DN-IG

S1: Overlap of motifs between ATAC- and H3K9me3 ChIP-seq. IG, intergenic region; GB, gene body; PM, promoter.

# Supplementary material for: Chromatin accessibility and H3K9me3 landscapes reveal long-term epigenetic effects of fetal-neonatal iron deficiency in rat hippocampus
**Source:** BMC Genomics. 2024 Mar 21;25:301. doi: 10.1186/s12864-024-10230-4
**Supplement:** Supplementary file 2 — Supplementary Material 2.

ChIP FIDch UP-GB    ChIP ISch UP-GB

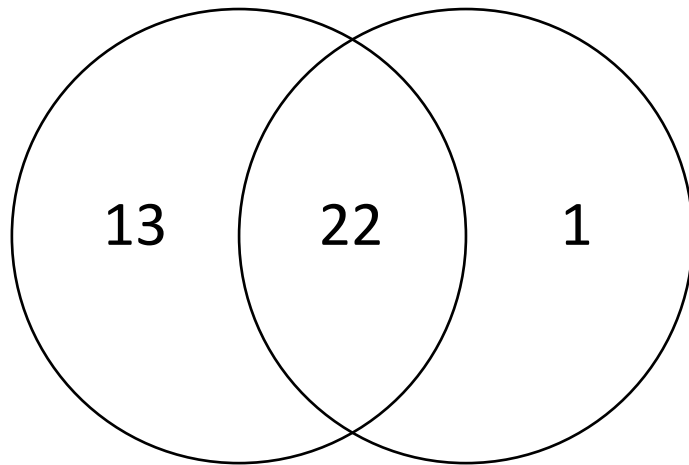

ChIP FID UP-IG    ChIP FIDch UP-IG

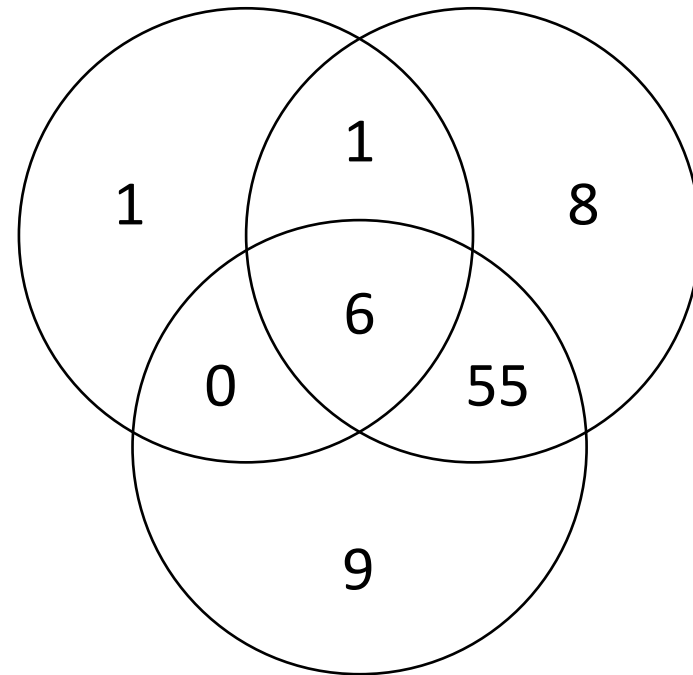

ChIP ISch UP-IG

S2: Overlap of motifs with increased H3K9me3 enrichment among experimental groups. GB, gene body; IG, intergenic region.

# Supplementary material for: Chromatin accessibility and H3K9me3 landscapes reveal long-term epigenetic effects of fetal-neonatal iron deficiency in rat hippocampus
**Source:** BMC Genomics. 2024 Mar 21;25:301. doi: 10.1186/s12864-024-10230-4
**Supplement:** Supplementary file 3 — Supplementary Material 3.

# Homer Known Motif Enrichment Results (ID\_uppm.tab\_genome)

[Homer de novo Motif Results](#)  
[Gene Ontology Enrichment Results](#)  
[Known Motif Enrichment Results \(txt file\)](#)  
Total Target Sequences = 885, Total Background Sequences = 44535

| Rank | Motif                                                                               | Name                                             | P-value | log P-value | q-value (Benjamini) | # Target Sequences with Motif | % of Targets Sequences with Motif | # Background Sequences with Motif | % of Background Sequences with Motif | Motif File                          | SVG                 |
|------|-------------------------------------------------------------------------------------|--------------------------------------------------|---------|-------------|---------------------|-------------------------------|-----------------------------------|-----------------------------------|--------------------------------------|-------------------------------------|---------------------|
| 1    |    | Sp1(Zf)/Promoter/Homer                           | 1e-9    | -2.143e+01  | 0.0000              | 189.0                         | 21.36%                            | 6132.5                            | 13.77%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 2    |    | Ronin(THAP)/ES-Thap11-ChIP-Seq(GSE51522)/Homer   | 1e-6    | -1.517e+01  | 0.0001              | 33.0                          | 3.73%                             | 596.3                             | 1.34%                                | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 3    |    | CTCF(Zf)/CD4+-CTCF-ChIP-Seq(Barski et al.)/Homer | 1e-6    | -1.513e+01  | 0.0001              | 140.0                         | 15.82%                            | 4590.7                            | 10.31%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 4    | 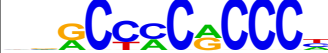   | KLF3(Zf)/MEF-Klf3-ChIP-Seq(GSE44748)/Homer       | 1e-6    | -1.508e+01  | 0.0001              | 314.0                         | 35.48%                            | 12346.6                           | 27.71%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 5    |    | BORIS(Zf)/K562-CTCF-ChIP-Seq(GSE32465)/Homer     | 1e-6    | -1.506e+01  | 0.0001              | 178.0                         | 20.11%                            | 6207.8                            | 13.94%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 6    |    | E2F4(E2F)/K562-E2F4-ChIP-Seq(GSE31477)/Homer     | 1e-5    | -1.329e+01  | 0.0001              | 230.0                         | 25.99%                            | 8697.0                            | 19.52%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 7    |    | KLF1(Zf)/HUDEP2-Klf1-CutnRun(GSE136251)/Homer    | 1e-5    | -1.158e+01  | 0.0006              | 456.0                         | 51.53%                            | 19734.4                           | 44.30%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 8    | 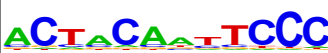   | GFY(?)/Promoter/Homer                            | 1e-3    | -9.127e+00  | 0.0060              | 53.0                          | 5.99%                             | 1539.5                            | 3.46%                                | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 9    |    | E2F1(E2F)/Hela-E2F1-ChIP-Seq(GSE22478)/Homer     | 1e-3    | -6.965e+00  | 0.0462              | 120.0                         | 13.56%                            | 4551.7                            | 10.22%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 10   |    | PRDM14(Zf)/H1-PRDM14-ChIP-Seq(GSE22767)/Homer    | 1e-2    | -6.883e+00  | 0.0462              | 195.0                         | 22.03%                            | 7977.8                            | 17.91%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 11   |   | ISRE(IRF)/ThioMac-LPS-Expression(GSE23622)/Homer | 1e-2    | -6.075e+00  | 0.0919              | 39.0                          | 4.41%                             | 1199.9                            | 2.69%                                | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 12   |  | Sp5(Zf)/mES-Sp5.Flag-ChIP-Seq(GSE72989)/Homer    | 1e-2    | -6.017e+00  | 0.0919              | 467.0                         | 52.77%                            | 21375.8                           | 47.98%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 13   |  | E2F6(E2F)/Hela-E2F6-ChIP-Seq(GSE31477)/Homer     | 1e-2    | -5.804e+00  | 0.1020              | 247.0                         | 27.91%                            | 10628.0                           | 23.86%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |

# Supplementary material for: Chromatin accessibility and H3K9me3 landscapes reveal long-term epigenetic effects of fetal-neonatal iron deficiency in rat hippocampus
**Source:** BMC Genomics. 2024 Mar 21;25:301. doi: 10.1186/s12864-024-10230-4
**Supplement:** Supplementary file 4 — Supplementary Material 4.

Homer Known Motif Enrichment Results (IDch\_uppm.tab\_genome)

[Homer de novo Motif Results](#)  
[Gene Ontology Enrichment Results](#)  
[Known Motif Enrichment Results \(txt file\)](#)  
Total Target Sequences = 2216, Total Background Sequences = 36974

| Rank | Motif | Name                                                         | P-value | log P-value | q-value (Benjamini) | # Target Sequences with Motif | % of Targets Sequences with Motif | # Background Sequences with Motif | % of Background Sequences with Motif | Motif File                          | SVG                 |
|------|-------|--------------------------------------------------------------|---------|-------------|---------------------|-------------------------------|-----------------------------------|-----------------------------------|--------------------------------------|-------------------------------------|---------------------|
| 1    |       | Sp1(Zf)/Promoter/Homer                                       | 1e-29   | -6.751e+01  | 0.0000              | 1100.0                        | 49.64%                            | 13965.2                           | 37.77%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 2    |       | Ronin(THAP)/ES-Thap11-ChIP-Seq(GSE51522)/Homer               | 1e-12   | -2.882e+01  | 0.0000              | 121.0                         | 5.46%                             | 979.5                             | 2.65%                                | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 3    |       | HINFP(Zf)/K562-HINFP-eGFP-ChIP-Seq(Encode)/Homer             | 1e-11   | -2.707e+01  | 0.0000              | 1004.0                        | 45.31%                            | 14063.6                           | 38.04%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 4    |       | E2F4(E2F)/K562-E2F4-ChIP-Seq(GSE31477)/Homer                 | 1e-11   | -2.609e+01  | 0.0000              | 1132.0                        | 51.08%                            | 16210.8                           | 43.85%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 5    |       | NRF1(NRF)/MCF7-NRF1-ChIP-Seq(Unpublished)/Homer              | 1e-11   | -2.599e+01  | 0.0000              | 543.0                         | 24.50%                            | 6896.3                            | 18.65%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 6    |       | BORIS(Zf)/K562-CTCF-ChIP-Seq(GSE32465)/Homer                 | 1e-9    | -2.118e+01  | 0.0000              | 629.0                         | 28.38%                            | 8434.6                            | 22.81%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 7    |       | Lhx3(Homeobox)/Neuron-Lhx3-ChIP-Seq(GSE31456)/Homer          | 1e-8    | -1.993e+01  | 0.0000              | 1272.0                        | 57.40%                            | 18915.4                           | 51.16%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 8    |       | Elk1(ETS)/Hela-Elk1-ChIP-Seq(GSE31477)/Homer                 | 1e-8    | -1.981e+01  | 0.0000              | 1123.0                        | 50.68%                            | 16438.1                           | 44.46%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 9    |       | KLF3(Zf)/MEF-Klf3-ChIP-Seq(GSE44748)/Homer                   | 1e-8    | -1.976e+01  | 0.0000              | 1203.0                        | 54.29%                            | 17770.1                           | 48.06%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 10   |       | Sp5(Zf)/mES-Sp5-Flag-ChIP-Seq(GSE72989)/Homer                | 1e-8    | -1.973e+01  | 0.0000              | 1736.0                        | 78.34%                            | 26964.8                           | 72.93%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 11   |       | GFY(?)/Promoter/Homer                                        | 1e-8    | -1.967e+01  | 0.0000              | 172.0                         | 7.76%                             | 1799.1                            | 4.87%                                | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 12   |       | KLF1(Zf)/HUDEP2-KLF1-CutRun(GSE136251)/Homer                 | 1e-8    | -1.943e+01  | 0.0000              | 1624.0                        | 73.29%                            | 24995.7                           | 67.61%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 13   |       | Dlx3(Homeobox)/Kerainocytes-Dlx3-ChIP-Seq(GSE89884)/Homer    | 1e-7    | -1.818e+01  | 0.0000              | 614.0                         | 27.71%                            | 8362.4                            | 22.62%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 14   |       | ELF1(ETS)/Jurkat-ELF1-ChIP-Seq(SRA014231)/Homer              | 1e-7    | -1.699e+01  | 0.0000              | 1025.0                        | 46.25%                            | 15014.0                           | 40.61%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 15   |       | E2F3(E2F)/MEF-E2F3-ChIP-Seq(GSE71376)/Homer                  | 1e-7    | -1.684e+01  | 0.0000              | 1328.0                        | 59.93%                            | 20070.9                           | 54.29%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 16   |       | E-box(bHLH)/Promoter/Homer                                   | 1e-7    | -1.658e+01  | 0.0000              | 198.0                         | 8.94%                             | 2242.3                            | 6.07%                                | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 17   |       | CHR(?)/Hela-CellCycle-Expression/Homer                       | 1e-7    | -1.648e+01  | 0.0000              | 679.0                         | 30.64%                            | 9480.5                            | 25.64%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 18   |       | CTCF(Zf)/CD4+-CTCF-ChIP-Seq(Barski_et_al.)/Homer             | 1e-7    | -1.627e+01  | 0.0000              | 340.0                         | 15.34%                            | 4295.3                            | 11.62%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 19   |       | Lhx1(Homeobox)/EmbryoCarcinoma-Lhx1-ChIP-Seq(GSE70957)/Homer | 1e-5    | -1.364e+01  | 0.0000              | 927.0                         | 41.83%                            | 13655.5                           | 36.94%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 20   |       | E2F6(E2F)/Hela-E2F6-ChIP-Seq(GSE31477)/Homer                 | 1e-5    | -1.350e+01  | 0.0000              | 1200.0                        | 54.15%                            | 18171.1                           | 49.15%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 21   |       | GFY-Staf(?)/Promoter/Homer                                   | 1e-5    | -1.336e+01  | 0.0000              | 165.0                         | 7.45%                             | 1889.7                            | 5.11%                                | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 22   |       | ETS(ETS)/Promoter/Homer                                      | 1e-5    | -1.322e+01  | 0.0000              | 668.0                         | 30.14%                            | 9520.2                            | 25.75%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 23   |       | Elk4(ETS)/Hela-Elk4-ChIP-Seq(GSE31477)/Homer                 | 1e-5    | -1.302e+01  | 0.0000              | 1134.0                        | 51.17%                            | 17111.4                           | 46.28%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 24   |       | Klf9(Zf)/GBM-Klf9-ChIP-Seq(GSE62211)/Homer                   | 1e-5    | -1.301e+01  | 0.0000              | 999.0                         | 45.08%                            | 14882.4                           | 40.25%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 25   |       | Zfp57(Zf)/H1-ZFP57.HA-ChIP-Seq(GSE115387)/Homer              | 1e-5    | -1.293e+01  | 0.0000              | 941.0                         | 42.46%                            | 13939.6                           | 37.70%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 26   |       | E2F1(E2F)/Hela-E2F1-ChIP-Seq(GSE22478)/Homer                 | 1e-5    | -1.263e+01  | 0.0001              | 722.0                         | 32.58%                            | 10422.8                           | 28.19%                               | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 27   |       | TFE3(bHLH)/MEF-TFE3-ChIP-Seq(GSE75757)/Homer                 | 1e-5    | -1.258e+01  | 0.0001              | 157.0                         | 7.08%                             | 1804.8                            | 4.88%                                | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 28   |       | YY1(Zf)/Promoter/Homer                                       | 1e-5    | -1.154e+01  | 0.0002              | 219.0                         | 9.88%                             | 2729.1                            | 7.38%                                | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |

|    |                                                                                     |                                                                        |      |            |        |        |        |         |        |                                     |                     |
|----|-------------------------------------------------------------------------------------|------------------------------------------------------------------------|------|------------|--------|--------|--------|---------|--------|-------------------------------------|---------------------|
| 29 | 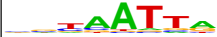   | DLX5(Homeobox)/BasalGanglia-Dlx5-ChIP-seq(GSE124936)/Homer             | 1e-4 | -1.091e+01 | 0.0003 | 692.0  | 31.23% | 10074.2 | 27.25% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 30 | 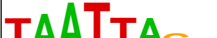   | Lhx2(Homeobox)/HFSC-Lhx2-ChIP-Seq(GSE48068)/Homer                      | 1e-4 | -1.007e+01 | 0.0006 | 894.0  | 40.34% | 13412.2 | 36.28% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 31 |    | NRF(NRF)/Promoter/Homer                                                | 1e-4 | -9.956e+00 | 0.0007 | 523.0  | 23.60% | 7464.1  | 20.19% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 32 |    | ZBTB33(Zf)/GM12878-ZBTB33-ChIP-Seq(GSE32465)/Homer                     | 1e-4 | -9.793e+00 | 0.0008 | 171.0  | 7.72%  | 2108.1  | 5.70%  | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 33 |    | FOXA1(Forkhead)/MCF7-FOXA1-ChIP-Seq(GSE26831)/Homer                    | 1e-4 | -9.235e+00 | 0.0013 | 901.0  | 40.66% | 13604.9 | 36.80% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 34 |    | MYNN(Zf)/HEK293-MYNN.eGFP-ChIP-Seq(Encode)/Homer                       | 1e-3 | -9.131e+00 | 0.0014 | 286.0  | 12.91% | 3849.8  | 10.41% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 35 |    | E2F7(E2F)/Hela-E2F7-ChIP-Seq(GSE32673)/Homer                           | 1e-3 | -9.021e+00 | 0.0015 | 397.0  | 17.92% | 5561.5  | 15.04% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 36 | 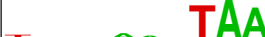   | HLF(bZIP)/HSC-HLF.Flag-ChIP-Seq(GSE69817)/Homer                        | 1e-3 | -8.727e+00 | 0.0020 | 687.0  | 31.00% | 10179.0 | 27.53% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 37 |    | Hoxd12(Homeobox)/ChickenMSG-Hoxd12.Flag-ChIP-Seq(GSE86088)/Homer       | 1e-3 | -8.651e+00 | 0.0021 | 1320.0 | 59.57% | 20624.7 | 55.79% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 38 |    | Prop1(Homeobox)/GHFT1-PROPI.biotin-ChIP-Seq(GSE77302)/Homer            | 1e-3 | -8.590e+00 | 0.0022 | 500.0  | 22.56% | 7207.7  | 19.50% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 39 |    | Nkx6.1(Homeobox)/Islet-Nkx6.1-ChIP-Seq(GSE40975)/Homer                 | 1e-3 | -8.267e+00 | 0.0029 | 1567.0 | 70.71% | 24866.4 | 67.26% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 40 |    | Npas4(bHLH)/Neuron-Npas4-ChIP-Seq(GSE127793)/Homer                     | 1e-3 | -8.095e+00 | 0.0034 | 1180.0 | 53.25% | 18333.2 | 49.59% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 41 |    | Mef2c(MADS)/GM12878-Mef2c-ChIP-Seq(GSE32465)/Homer                     | 1e-3 | -7.837e+00 | 0.0042 | 419.0  | 18.91% | 5992.2  | 16.21% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 42 |    | STAT6(Stat)/CD4-Stat6-ChIP-Seq(GSE22104)/Homer                         | 1e-3 | -7.665e+00 | 0.0049 | 572.0  | 25.81% | 8431.0  | 22.80% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 43 |    | KLF6(Zf)/PDAC-KLF6-ChIP-Seq(GSE64557)/Homer                            | 1e-3 | -7.645e+00 | 0.0049 | 1678.0 | 75.72% | 26843.9 | 72.61% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 44 |    | FoxD3(forkhead)/ZebrafishEmbryo-Foxd3.biotin-ChIP-seq(GSE106676)/Homer | 1e-3 | -7.286e+00 | 0.0068 | 833.0  | 37.59% | 12688.3 | 34.32% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 45 |    | GFX(?)/Promoter/Homer                                                  | 1e-3 | -7.107e+00 | 0.0080 | 53.0   | 2.39%  | 553.8   | 1.50%  | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 46 |    | Usf2(bHLH)/C2C12-Usf2-ChIP-Seq(GSE36030)/Homer                         | 1e-3 | -7.076e+00 | 0.0081 | 439.0  | 19.81% | 6369.7  | 17.23% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 47 |    | DLX1(Homeobox)/BasalGanglia-Dlx1-ChIP-seq(GSE124936)/Homer             | 1e-2 | -6.881e+00 | 0.0096 | 1032.0 | 46.57% | 16007.5 | 43.30% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 48 | 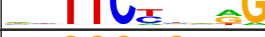   | bHLHE40(bHLH)/HepG2-bHLHE40-ChIP-Seq(GSE31477)/Homer                   | 1e-2 | -6.581e+00 | 0.0127 | 507.0  | 22.88% | 7493.8  | 20.27% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 49 |    | KLF5(Zf)/LoVo-KLF5-ChIP-Seq(GSE49402)/Homer                            | 1e-2 | -6.273e+00 | 0.0169 | 1797.0 | 81.09% | 29051.3 | 78.58% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 50 |   | FOXA1(Forkhead)/LNCAP-FOXA1-ChIP-Seq(GSE27824)/Homer                   | 1e-2 | -6.232e+00 | 0.0173 | 1023.0 | 46.16% | 15935.5 | 43.10% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 51 |  | LHX9(Homeobox)/Het116-LHX9.V5-ChIP-Seq(GSE116822)/Homer                | 1e-2 | -6.221e+00 | 0.0173 | 1138.0 | 51.35% | 17847.1 | 48.27% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 52 |  | PU.1:IRF8(ETS:IRF)/pDC-Irf8-ChIP-Seq(GSE66899)/Homer                   | 1e-2 | -6.167e+00 | 0.0177 | 249.0  | 11.24% | 3474.5  | 9.40%  | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 53 | 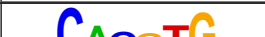 | NFIL3(bZIP)/HepG2-NFIL3-ChIP-Seq(Encode)/Homer                         | 1e-2 | -6.102e+00 | 0.0186 | 559.0  | 25.23% | 8373.1  | 22.65% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 54 |  | IRF3(IRF)/BMDM-Irf3-ChIP-Seq(GSE67343)/Homer                           | 1e-2 | -5.798e+00 | 0.0247 | 387.0  | 17.46% | 5660.4  | 15.31% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 55 |  | c-Myc(bHLH)/LNCAP-cMyc-ChIP-Seq(Unpublished)/Homer                     | 1e-2 | -5.795e+00 | 0.0247 | 831.0  | 37.50% | 12825.4 | 34.69% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 56 |  | Hoxd13(Homeobox)/ChickenMSG-Hoxd13.Flag-ChIP-Seq(GSE86088)/Homer       | 1e-2 | -5.663e+00 | 0.0273 | 1200.0 | 54.15% | 18953.6 | 51.27% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 57 |  | Rfx2(HTH)/LoVo-RFX2-ChIP-Seq(GSE49402)/Homer                           | 1e-2 | -5.539e+00 | 0.0304 | 173.0  | 7.81%  | 2354.4  | 6.37%  | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 58 |  | Unknown(Homeobox)/Limb-p300-ChIP-Seq/Homer                             | 1e-2 | -5.456e+00 | 0.0324 | 612.0  | 27.62% | 9298.6  | 25.15% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 59 |  | Barx1(Homeobox)/Stomach-Barx1.3xFlag-ChIP-Seq(GSE69483)/Homer          | 1e-2 | -5.456e+00 | 0.0324 | 446.0  | 20.13% | 6630.0  | 17.93% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 60 | 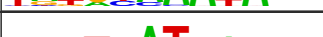 | TATA-Box(TBP)/Promoter/Homer                                           | 1e-2 | -5.420e+00 | 0.0325 | 1252.0 | 56.50% | 19856.0 | 53.71% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |

|    |                                                                                   |                                                            |      |            |        |        |        |         |        |                                     |                     |
|----|-----------------------------------------------------------------------------------|------------------------------------------------------------|------|------------|--------|--------|--------|---------|--------|-------------------------------------|---------------------|
| 61 | 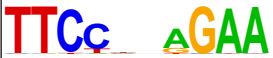  | STAT6(Stat)/Macrophage-Stat6-ChIP-Seq(GSE38377)/Homer      | 1e-2 | -5.286e+00 | 0.0365 | 579.0  | 26.13% | 8784.4  | 23.76% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 62 | 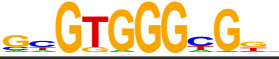 | Egr2(Zf)/Thymocytes-Egr2-ChIP-Seq(GSE34254)/Homer          | 1e-2 | -5.220e+00 | 0.0384 | 527.0  | 23.78% | 7954.0  | 21.51% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 63 | 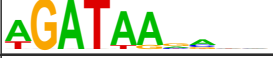 | TRPS1(Zf)/MCF7-TRPS1-ChIP-Seq(GSE107013)/Homer             | 1e-2 | -5.184e+00 | 0.0392 | 1417.0 | 63.94% | 22666.8 | 61.31% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 64 | 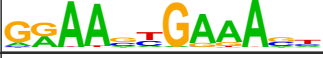 | IRF8(IRF)/BMDM-IRF8-ChIP-Seq(GSE77884)/Homer               | 1e-2 | -5.081e+00 | 0.0427 | 410.0  | 18.50% | 6094.2  | 16.48% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 65 | 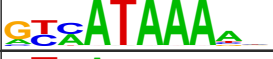 | Cdx2(Homeobox)/mES-Cdx2-ChIP-Seq(GSE14586)/Homer           | 1e-2 | -5.051e+00 | 0.0434 | 614.0  | 27.71% | 9378.7  | 25.37% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 66 | 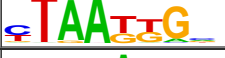 | Isl1(Homeobox)/Neuron-Isl1-ChIP-Seq(GSE31456)/Homer        | 1e-2 | -4.919e+00 | 0.0487 | 1505.0 | 67.92% | 24193.9 | 65.44% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 67 | 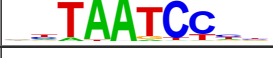 | Otx2(Homeobox)/EpiLC-Otx2-ChIP-Seq(GSE56098)/Homer         | 1e-2 | -4.863e+00 | 0.0508 | 815.0  | 36.78% | 12682.4 | 34.30% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 68 | 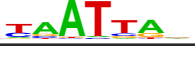 | DLX2(Homeobox)/BasalGanglia-Dlx2-ChIP-seq(GSE124936)/Homer | 1e-2 | -4.851e+00 | 0.0508 | 1116.0 | 50.36% | 17662.7 | 47.77% | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 69 | 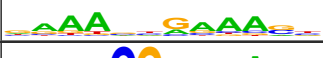 | IRF2(IRF)/Erythroblas-IRF2-ChIP-Seq(GSE36985)/Homer        | 1e-2 | -4.734e+00 | 0.0560 | 146.0  | 6.59%  | 1995.1  | 5.40%  | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |
| 70 | 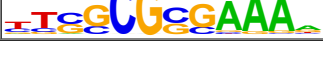 | E2F(E2F)/Hela-CellCycle-Expression/Homer                   | 1e-2 | -4.719e+00 | 0.0561 | 163.0  | 7.36%  | 2255.4  | 6.10%  | <a href="#">motif file (matrix)</a> | <a href="#">svg</a> |

# Supplementary material for: Chromatin accessibility and H3K9me3 landscapes reveal long-term epigenetic effects of fetal-neonatal iron deficiency in rat hippocampus
**Source:** BMC Genomics. 2024 Mar 21;25:301. doi: 10.1186/s12864-024-10230-4
**Supplement:** Supplementary file 5 — Supplementary Material 5.

Homer Known Motif Enrichment Results (ISch\_uppm.tab\_genome)

[Homer de novo Motif Results](#)  
[Gene Ontology Enrichment Results](#)  
[Known Motif Enrichment Results \(txt file\)](#)  
Total Target Sequences = 1059, Total Background Sequences = 42108

# Supplementary material for: Chromatin accessibility and H3K9me3 landscapes reveal long-term epigenetic effects of fetal-neonatal iron deficiency in rat hippocampus
**Source:** BMC Genomics. 2024 Mar 21;25:301. doi: 10.1186/s12864-024-10230-4
**Supplement:** Supplementary file 6 — Supplementary Material 6.

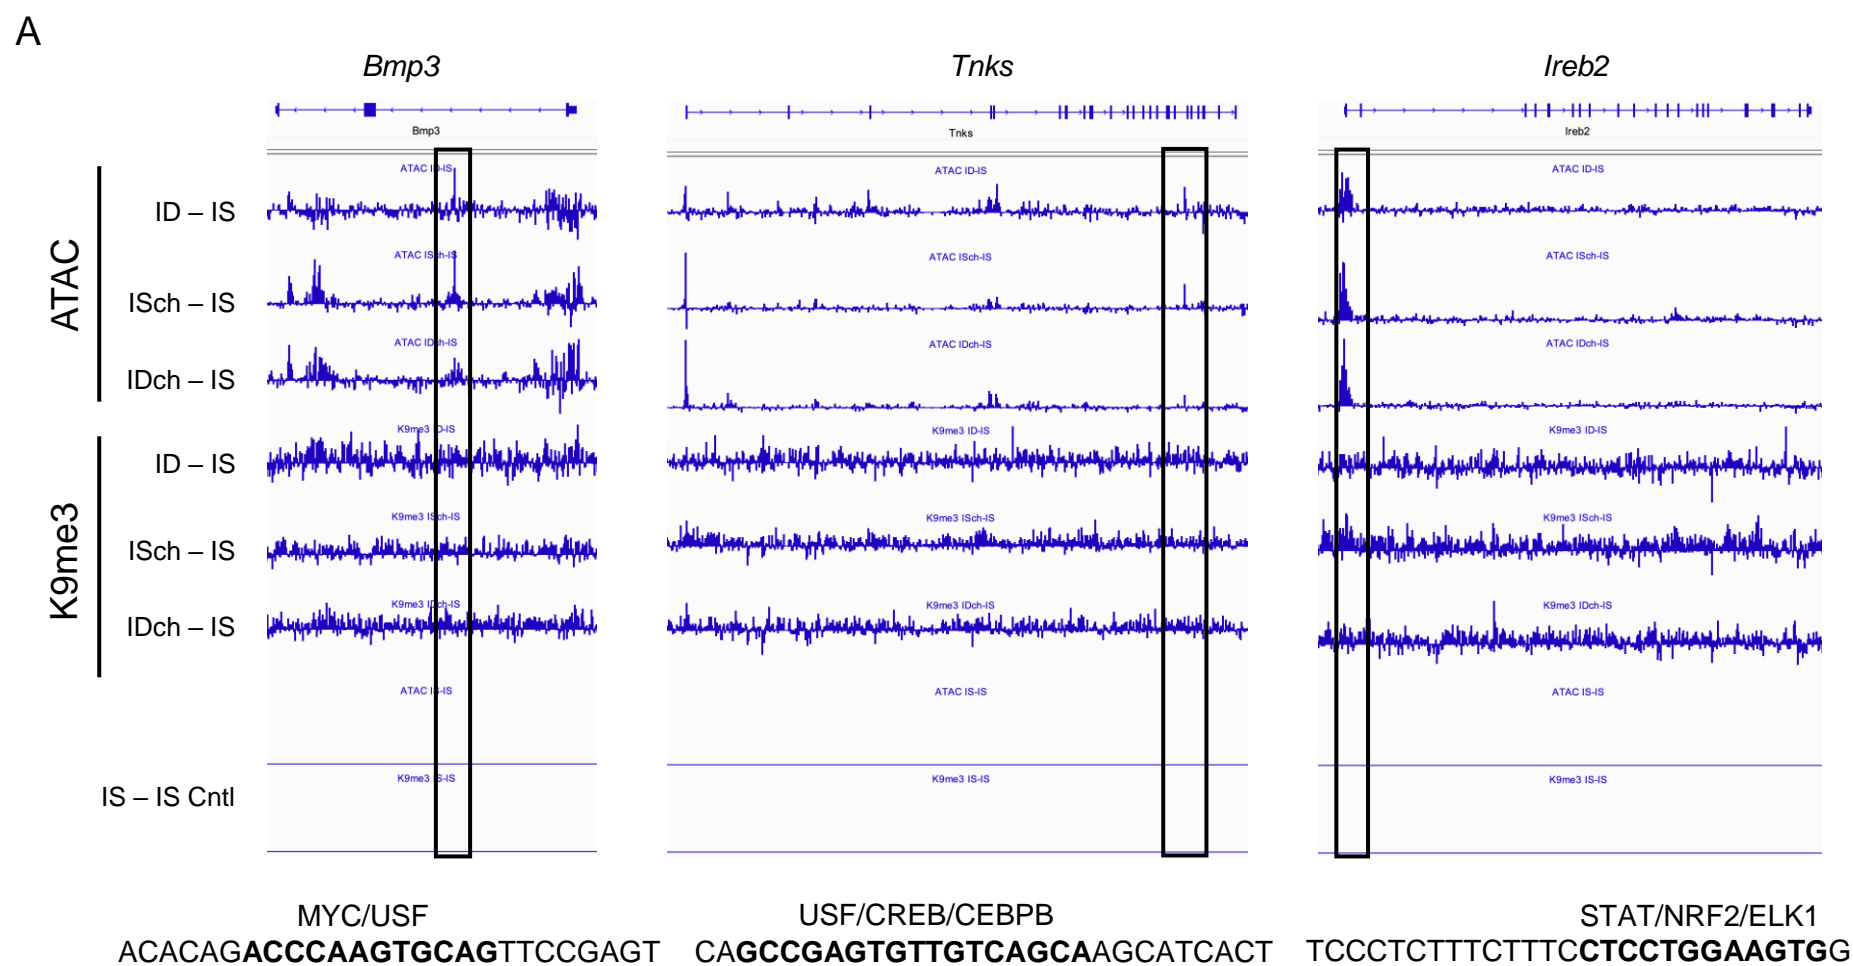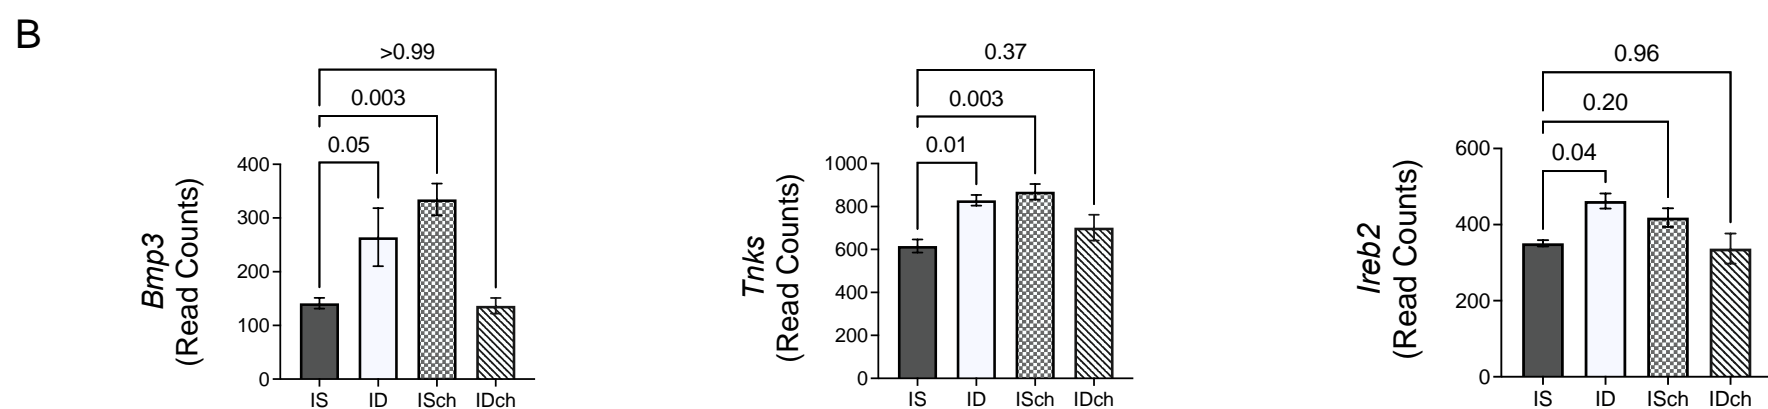

S6: IGV alignments of ATAC and H3K9me3 peaks. (A) Peaks aligned to *Bmp3*, *Tnks*, and *Ireb2* loci showing differential effects by iron deficiency and choline. Brackets depict regions with differential peaks among ID, ISch, and IDch groups and potential enhancers with specific transcription factor binding sites. (B) Graphs showing transcript counts of *Bmp3*, *Tnks*, and *Ireb2* generated from RNAseq data. Values are mean +/- SEM, 2-tails t-test.

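Transcript counts of Bmp3, Tnks and Ireb2 in the male rats were normalized for library size by TMM and compared with IS by a 2-sided exact permutation test. Bmp3 had 155 ± 30.5 normalized counts (SD, n = 4) in IS, 240 ± 89.7 in FID (exact p = 0.086), 301 ± 42.9 in ISch (exact p = 0.029) and 166 ± 51.2 in FIDch (exact p = 0.77). Without FID replicate 1 the exact p for FID was 0.029. With each library left out in turn, the log2 ratio to IS was 0.35 to 0.79 in FID, 0.87 to 1.07 in ISch, and -0.14 to 0.21 in FIDch, where it was below 0 without FIDch replicate 2. Tnks (ENSRNOG00000011625) had 618 ± 179 normalized counts (SD, n = 4) in IS, 717 ± 77.5 in FID (exact p = 0.49), 783 ± 31.9 in ISch (exact p = 0.086) and 734 ± 103 in FIDch (exact p = 0.37). Without IS replicate 3 the exact p for ISch was 0.029. IS replicate 1 had 365 normalized counts of Tnks and the other IS rats 654 to 788, and without it the log2 ratio was 0.03 in FID, 0.16 in ISch and 0.06 in FIDch. Ireb2 (ENSRNOG00000013271) had 367 ± 69.5 normalized counts (SD, n = 4) in IS, 407 ± 11.9 in FID (exact p = 0.37), 377 ± 15.1 in ISch (exact p = 0.91) and 345 ± 40.5 in FIDch (exact p = 0.63). IS replicate 1 had 268 normalized counts of Ireb2 and the other IS rats 377 to 429, and without it the log2 ratio was 0.02 in FID, -0.09 in ISch and -0.21 in FIDch. By the study's criterion, Bmp3 was called in ISch and also in FID (log2 fold change 0.63, standard error 0.22, adjusted p = 0.786 from edgeR's quasi-likelihood test), in FID not without FID replicate 3. Tnks and Ireb2 did not meet the criterion in any of the 3 groups with all libraries. In the deposited counts without normalization, whose median total was lowest in IS, the log2 ratio to IS was 0.41 for Ireb2 in FID and 0.33 in ISch, and 0.64 for Tnks in ISch (exact p = 0.029 for each of these 3 comparisons).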

How the deposited data were processed for this re-analysis (not part of the article)

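Hippocampal RNA was sequenced from 32 rats at P65, 16 male and 16 female, with 4 rats of each sex in each of the groups IS, ISch, FID and FIDch. The paper reports on the male rats, and the female rats were compared in the same way. The samples' diets, sexes and sequencing batches were taken from their labels and from the paper's methods, and the diets' iron and choline contents are given there for the males. Males were sequenced in batch I and females in batch II, so sex and batch cannot be told apart. ATAC-seq and H3K9me3 data were not used here.

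For the study, the authors aligned the reads with HISAT2, counted them on genes with featureCounts and deposited raw counts per gene, without normalization or filtering. In the tables, 2637 entries repeated the symbol of another entry. The files' own symbols and Ensembl identifiers were used. RefSeq's annotation of assembly GRCr8 served only to see which genes overlap or neighbour each other, and no position of it is given, since the build of the counts is not named in the paper's text. It matched 12295 of the 13945 genes tested in male FIDch against FID and 12871 of the 14662 tested in female FIDch against IS. Gene lengths and GC contents were not at hand, and no check that needs them was made.

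The totals were 3515806 to 9517503 counts per male library, with a median of 8007907, and 18439999 to 26616318 per female library, with a median of 21747536.5. A count of 0 allows up to 3 counts at a confidence of 95%, which covers counting error only. Over 48 pairs of replicates, the chi-square per gene against counting noise alone, on genes with at least 20 counts in the pair, was 2.02 to 25.2.

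Counts were analysed in R 4.3.3 with edgeR 4.0.16. Each pair of groups was fitted apart from the others, with TMM normalization, filterByExpr and the quasi-likelihood test (glmQLFit and glmQLFTest). Calls followed the study's criterion, an absolute log2 fold change over 0.2 and an unadjusted p under 0.05, and the number of genes with a Benjamini-Hochberg adjusted p under 0.05 was counted beside it. The difference between the effects of choline in formerly iron-deficient and iron-sufficient males was tested in one model of the 16 male libraries, and the difference between the sexes in each group's effect in one model of the 16 libraries concerned. Single genes of Supplemental Fig. S6B were compared by a 2-sided exact permutation test of normalized counts, whose smallest p with 4 rats against 4 is 0.029.

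The fits were tested on simulated data first, with counts drawn from the means, dispersions and library totals of the male FID and IS libraries. Of 13734 genes tested there, 4.59% of the unchanged genes met the study's criterion. At a true log2 fold change of 0.5, 75.4% of 65 changed genes met the criterion and 49.2% had an adjusted p under 0.05. At 1 these shares were 95.4% and 84.6% of 65 genes, and at 2 both were 100% of 66 genes. The interaction model recovered 75.6% of 200 changed genes among 14314.

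Symbols of 149 genes could be read from the networks of Fig. 4 and were compared with the fits by their colour. Genes are named by a rule: the genes of Supplemental Fig. S6B and Bdnf and App; in each panel of Fig. 4 the 5 genes with the largest absolute log2 fold change among those at the criterion, and any with the opposite sign; and in each male comparison with IS the 5 with the largest absolute log2 fold change among those with a symbol, an adjusted p under 0.05 and no overlap between the groups. The results of 2 genes that fall under this rule are not reported here.

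Lists of marker genes were tested in the male comparisons by camera with a preset correlation of 0.01 and by fry, both from limma 3.58.1, on log2 CPM values with the weights of voom and with Benjamini-Hochberg adjustment over the lists. Of 22 lists written down, 21 had at least 3 genes among those tested. They cover brain cell types (astrocyte, endothelial, excitatory neuron, interneuron, microglia, oligodendrocyte), hippocampal fields (CA1, CA2 and CA3, dentate gyrus), neighbouring tissue and blood (choroid plexus, striatum, thalamus, blood), immediate early genes, mitochondrially encoded, nuclear-encoded respiratory chain and ribosomal protein genes, iron homeostasis, H3K9 methylation enzymes, transcription factors of the paper's motifs, and the centres of the Fig. 5 networks.

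The alternatives tried were edgeR's likelihood ratio and exact tests, DESeq2 1.42.0, RLE size factors, library size alone, all genes with at least 1 count, a minimum of 1 CPM in 4 samples, the 4 groups of a sex in one fit, the replicate number as a block, the adjusted p in place of the study's criterion, no limit on the fold change, and each library left out in turn. Comparisons were also repeated on other splits of the same libraries, on female counts thinned to the male totals, and on simulated unchanged groups that share their controls. The tests, the gene lists, the rule for naming genes and the alternatives were fixed before the data were examined, except where the text says that a choice was made after seeing the data or the values.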

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

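The tests of the choroid plexus genes and of genes that are on in some libraries and off in others were chosen after the result was seen.

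The female libraries, which the paper does not report on, had more genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test) than the male libraries in each comparison. In female FID against IS there were 28 (13 higher), with 947 genes at the study's criterion, 450 higher and 497 lower, of 14632 tested. In female FIDch against IS there were 133 (71 higher), with 1317 at the criterion, 610 higher and 707 lower, of 14662. In female ISch against IS there were 368 (219 higher), with 1488 at the criterion, 743 higher and 745 lower, of 14466. Female FIDch and FID differed in 334 genes (127 higher in FIDch), with 1859 at the criterion, 821 higher and 1038 lower, of 14680. With library size alone in place of TMM the last 1859 became 1063 higher and 865 lower, 55.13% higher in place of 44.16%. In the same setting FIDch against IS had 727 higher and 620 lower, 53.97% higher in place of 46.32%. ISch against IS had 753 higher and 733 lower, and FID against IS 422 higher and 536 lower. In each of these 4 comparisons, 1 of the 35 splits of the 8 libraries, the real one, gave as many genes at the criterion, and 1 as many with an adjusted p under 0.05, so other groupings of the same rats did not give as much.

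Single female libraries moved these numbers, and each value here is the count of genes with an adjusted p under 0.05. The 28 of FID against IS became 62 without IS replicate 3, 13 and 18 without IS replicates 1 and 4, and 16, 10 and 15 without FID replicates 1, 2 and 4. The 133 of FIDch against IS became 319 without FIDch replicate 4, 57 and 62 without FIDch replicates 1 and 2, and 40, 30, 67 and 28 without IS replicates 1 to 4 in turn. The 368 of ISch against IS became 796 without ISch replicate 1, 168 without ISch replicate 2, 171, 103, 199 and 114 without IS replicates 1 to 4, and between 114 and 168 without ISch replicate 4. The 334 of FIDch against FID became 775 without FIDch replicate 4, 132 and 204 without FIDch replicates 1 and 2, and 105, 89, 156 and 124 without FID replicates 1 to 4.

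The female libraries were also deeper. Thinned to the male library totals, they gave 73 genes in FIDch against IS, where the males had 18, and 203 in ISch against IS, where the males had 29, so a difference in depth alone leaves more than 1.5 times the male number. FID against IS had 34 after thinning, where the males had 0 (787 at an unadjusted p under 0.05). FIDch against FID had 171, where the males had 179, so for that comparison the depth could account for the difference in number. A share of the female calls may come from variants of the parents or the strain, which would be inherited in blocks along the chromosomes. Among the genes called in female FIDch against IS, 12 pairs lay within 5 genes of each other, against a median of 4 in 10000 random lists of the same size (permutation p = 0.0025), and in female ISch against IS 63 pairs, against 41 (permutation p = 0.0014). FIDch against FID had 56 pairs, against 32 (permutation p = 2e-04), and FID against IS 1 pair, against 0 (permutation p = 0.19). Groups of rats from few litters would show such blocks, and so would genes that are regulated together along a chromosome, which was not tested. An effect of the diets stays open beside parents and litters, and the female rats' litters are not given.

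The effect of the diets differed between the sexes with an adjusted p under 0.05 (edgeR's quasi-likelihood test of the interaction) in 6 genes for FID against IS, 55 for FIDch against IS and 194 for ISch against IS. Regrouping the diet labels within each sex gave as many genes in 3, 1 and 1 of 100 regroupings, the real one included, so by this count other groupings of the rats seldom gave as many. The highest numbers in another regrouping were 481, 20 and 59. At the study's criterion, 13, 1 and 1 regroupings gave as many genes as the real 1157, 1957 and 2144. For FID against IS the number at the criterion thus arose in other groupings too. The 6 genes, named after their values were seen, were Rps27a, Gsn, Ifi27, Prrt1, Slc9a4 and Hdc. Their number was 2 without IS replicate 1, 2 or 4 or FID replicate 2, 3 or 4 of the males and without IS replicate 1 or FID replicate 3 of the females, and 3 without female IS replicate 4 or female FID replicate 4. The 55 became 26 and 29 without male FIDch replicates 1 and 4, 36 without male IS replicate 4, 32 and 35 without female IS replicates 1 and 4, and 99 without female FIDch replicate 4. The 194 became 87 without male ISch replicate 1 and also without male ISch replicate 2, 88 and 111 without female IS replicates 2 and 4, 103 without female ISch replicate 4, between 103 and 111 without female ISch replicate 2, and 454 without female ISch replicate 1. Sex is the same split as the sequencing batch, so a difference between the sexes cannot be told apart from one between the batches.

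Of the genes named at the claims, 5 had a female effect that differed from the male one with an adjusted p under 0.05, and so had Bdnf. The female minus male log2 fold change was 0.93 for Gsn in FID against IS (adjusted p = 0.00486 from edgeR's interaction test), where the females were higher by 0.58. For Bdnf it was 0.70 in FIDch against IS (adjusted p = 0.0186) and 0.89 in ISch against IS (adjusted p = 0.0159). In ISch against IS it was -1.41 for Bmp3 (adjusted p = 0.0333), 3.05 for Mis18a (adjusted p = 0.0101) and 1.45 for Rpl17 (adjusted p = 0.00473). Capns1 had a fitted difference of 4.08 (adjusted p = 0.00455), whose size depends on the prior count, since each male ISch rat had at most 1 count of it. The groups of 16 libraries behind these tests each hold both batches, and no library of one sex was sequenced in the batch of the other, so the batch stays open beside sex for each of these genes.

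In the groups of 4, 223 sets of 4 values were searched for a library far from the other 3. The female groups entered only with their library totals and their share of mitochondrially encoded counts. Of the 223 sets 23 had such a library, all in male groups, where chance gives about 11 over all sets. No biological explanation was tested for any of these values except where one is named. In FIDch replicate 2, the shallowest library, 5.81% of the counts were on mitochondrially encoded genes and the mean of these genes was 11.19 in log2 CPM, the lowest of its group. The same library stood apart in the mean of the endothelial genes (5.058), in Pcdhb14 (69.75 normalized counts) and in Htr4 (52.31). The depth of that library does not account for the many differences between FIDch and FID, since 1973 genes met the criterion without it, 1484 of them among the 1810 with it.

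FID replicate 4 stood apart in the mean of the choroid plexus list, with 5.284 in log2 CPM, over the 4 of its genes that passed filterByExpr in the 16 male libraries. All 11 detected of the 12 choroid plexus markers were higher there than in each other male library, and Ttr, the most abundant of them, had 348 CPM against at most 14. Enpp2, which the other male libraries also expressed, had 201 against at most 122. Otx2, the marker not detected, had 0 counts there. The other FID libraries had 4.11 to 14 CPM of Ttr, against 0.879 to 2.4 in IS, and the mean of the list was 2.46 to 5.28 over the 4 FID libraries, against 1.95 to 2.19 in IS. This pattern is consistent with RNA from choroid plexus in replicate 4, and smaller amounts of it in the other FID libraries, or a change in these genes there, stay open. Whether its RNA contributes to the genes called in FID against IS stays open, since leaving the library out also removes a rat from the group. Without it 441 genes met the criterion, 340 of them among the 640 of all 8 libraries. Without it 3 genes had an adjusted p under 0.05, where all 8 libraries gave 0 and 787 genes with an unadjusted p under 0.05.

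Other genes and lists stood apart in single libraries of the 4 groups. FID replicate 2 had 15.39 normalized counts of Itga1, and means of 5.458 for the dentate gyrus genes and of 6.283 for the Fig. 5 network centres. IS replicate 1 had 424.2 normalized counts of Ppp1r9a and a mean of 2.509 for the thalamus genes. It also stood apart over all genes, with the lowest male score on the first principal component (-29.8, against -11.2 to 6.2 in the other IS rats). The chi-square per gene was 6.25 to 11 in its pairs with the other IS rats and 2.56 to 4 in the pairs without it. Each comparison with IS includes this library. IS replicate 4 had means of 4.812 for the immediate early genes and of 4.38 for the motif transcription factors. In the ISch group, replicate 1 had 74.58 normalized counts of Grm4 and 143.6 of Gucy1a2, replicate 2 had 130.1 of Ccdc152 and a mean of 5.447 for the CA1 genes, and replicate 4 had a mean of 5.538 for the CA2 and CA3 genes and 0 counts of Capns1. FIDch replicate 4 had 301 normalized counts of Cox6b1. Rps9 had 73.38 normalized counts in ISch replicate 3, 67.12 in FID replicate 3 and 15.58 in FIDch replicate 1. For Rps9, reads of near-identical copies, the overlapping Pirb gene and variants of the parents are open, since it is among the 26 genes that were on in some male libraries and off in others within a diet group. No explanation was tested for the other values of this paragraph.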

How the results depend on the processing

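Each result was computed again under each alternative. The alternative without the libraries whose names have another form (ISch replicates 1 and 2 and FIDch replicate 2) was chosen after a principal component analysis of the libraries was seen, and the others were not. Where a value below moved, the cause was not tested, unless a sentence names it. Length and GC offsets, the replicate block together with them, and a trend of the fold changes with gene length or GC content were not run, since no gene lengths or GC contents were at hand.

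The numbers of genes at the study's criterion stayed within 1.5 times their value under RLE size factors, library size alone, the minimum of 1 CPM, DESeq2, both other edgeR tests, the 4 groups in one fit and the replicate block, in all 8 comparisons. With all genes of at least 1 count tested, male FID against IS rose from 640 to 1023 genes at the criterion and the genes not called in FIDch rose from 550 to 854. Without a limit on the fold change, female FID against IS had 1641 genes in place of 947 and female ISch against IS 2362 in place of 1488, by the construction of this setting. Adjustment in place of the study's criterion left, by its construction, 0 genes in male FID against IS, 18 in FIDch against IS, 29 in ISch against IS and 179 in FIDch against FID, and 28, 133, 368 and 334 in the females in the same order.

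The numbers of genes with an adjusted p under 0.05 depended on the test. In male FID, FIDch and ISch against IS and in male FIDch against FID, the quasi-likelihood test gave 0, 18, 29 and 179 (with 787 genes at an unadjusted p under 0.05 in FID), the likelihood ratio test 7, 76, 112 and 423, the exact test of edgeR 7, 72, 103 and 387, and DESeq2 2, 47, 70 and 280. In the female comparisons, where the quasi-likelihood test gave 28, 133, 368 and 334, these numbers were 161, 333, 614 and 751, then 159, 316, 603 and 728, and then 193, 392, 678 and 816. On simulated counts 13% of the genes with an adjusted p under 0.05 in the likelihood ratio test and 7.83% of those in the quasi-likelihood test were unchanged. With the likelihood ratio test the male interaction had 86 genes in place of 1, and the differences between the sexes 30, 268 and 430 in place of 6, 55 and 194.

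With all genes of at least 1 count tested, the number with an adjusted p under 0.05 was 1 in male FID, 50 in male FIDch, 67 in male ISch and 75 in female FID against IS, and 3 in the male interaction, and 10 genes of Fig. 4A and 9 of Fig. 4B met the criterion in place of 6 and 5. In this setting the share of higher genes at the criterion was 56.79% in FID and 59.4% in ISch, in place of 50.62% and 56.09%. With the 4 groups of a sex in one fit, male FIDch against IS had 52 genes with an adjusted p under 0.05, female FID against IS 7, female FIDch against IS 242 and female FIDch against FID 569, and 10 genes of Fig. 4A met the criterion. The share of higher genes moved to 58.46% in FID and 60.65% in ISch with DESeq2, and to 59.57% in FID, 52.52% in FIDch and 62.32% in ISch with library size alone. No scaling moved the median log2 fold change of all genes by over 0.1 in any comparison.

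The replicate numbers do not pair the samples, since the deviations of libraries with the same number had a mean correlation of -0.0066 in the males, with 3 of 24 pairs over 0.1, and of -0.0034 in the females, with 1 of 24. With the replicate block, genes with an adjusted p under 0.05 numbered 11 in male FIDch against IS, 15 in male ISch against IS, 4 in male FIDch against FID, 30 in female FIDch against IS, 81 in female ISch against IS and 197 in female FIDch against FID. The block gave 0 genes in the male interaction (1 without it, and 2210 at an unadjusted p under 0.05) and 14 and 71 genes in the differences between the sexes in FIDch and ISch. It gave a share of 58.11% higher in FID, and 12 genes of Fig. 4A and 8 of Fig. 4B at the criterion.

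Without the libraries whose names have another form, ISch against IS had 679 genes at the criterion and 12 with an adjusted p under 0.05, with fewer samples, and 42.12% of the 679 were higher. In that setting 9 genes of Fig. 4C met the criterion and 77 of 86 had the sign of the figure, FIDch against FID had 111 genes with an adjusted p under 0.05, and the log2 fold changes of Bmp3 in FIDch (-0.127) and of App in ISch (-0.01) changed sign. The number of lists with an adjusted p under 0.05 was 0 with fry in each of the 4 male comparisons, where camera gave 4, 1, 2 and 4 lists. In the deposited counts without normalization, Tnks in ISch (log2 ratio 0.641), Ireb2 in FID (0.409) and Ireb2 in ISch (0.329) passed an exact p of 0.05, and Bmp3 in FIDch changed sign (-0.049), with library totals that differ between the groups.

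Over the fits that each left out 1 library, male FID against IS had 392 (without IS replicate 1) to 1236 genes (without IS replicate 3) at the criterion and 0 to 3 with an adjusted p under 0.05, FIDch against IS 681 to 1267 and 4 to 25, ISch against IS 815 to 1811 and 12 to 39, and FIDch against FID 1295 to 2003 and 17 to 111. The highest numbers at the criterion of the 3 comparisons with IS all came without IS replicate 3. In the females these ranges were 858 to 1032 and 10 to 62, 1108 to 1528 and 28 to 319, 1278 to 2042 and 103 to 796, and 1633 to 2065 and 89 to 775. The share of higher genes ranged from 47.27% to 56.55% in FID, from 42.39% to 51.7% in FIDch and from 49.08% to 64.72% in ISch, and the genes not called in FIDch from 323 (without IS replicate 1) to 1011 (without IS replicate 3). Genes of Fig. 4 with the sign of the figure numbered 29 to 32, 27 to 31 and 83 to 85 in panels A to C, and those at the criterion 3 to 13, 5 to 15 and 12 to 54. The male interaction had 1464 to 2627 genes at the criterion and 0 to 8 with an adjusted p under 0.05, the highest without FIDch replicate 2. The differences between the sexes had 2 to 8, 26 to 99 and 87 to 454, and the lists with an adjusted p under 0.05 numbered 2 to 6, 1 to 3, 1 to 3 and 2 to 5. The log2 ratios to IS of the Supplemental Fig. S6B genes ranged in FID, ISch and FIDch from 0.351 to 0.793, from 0.867 to 1.07 and from -0.136 to 0.214 in Bmp3, from 0.03 to 0.353, from 0.156 to 0.48 and from 0.063 to 0.386 in Tnks, and from 0.024 to 0.231, from -0.088 to 0.119 and from -0.213 to -0.006 in Ireb2.

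The log2 fold changes of genes near 0 changed sign in some of these fits. These were App in FID (-0.01 with all libraries, 0.003 without FID replicate 3, 0.002 without IS replicate 1 and 0.016 without IS replicate 4) and Bmp3 in FIDch (0.06, and -0.127 without FIDch replicate 2, -0.047 without IS replicate 1 and -0.007 without IS replicate 2). They were also Pcdhb14 in FIDch (-0.02, and 0.036 without FIDch replicate 1, 0.020 without FIDch replicate 3 and 0.089 without IS replicate 3), Ireb2 in ISch (0.04, and -0.086 without IS replicate 1), and App in ISch (0.02, and -0.008 without IS replicate 3). Pcdhb4 in ISch (-0.02) was 0.023 without ISch replicate 2, 0.109 without ISch replicate 4, 0.007 without IS replicate 2 and 0.130 without IS replicate 3. Their ranges over the fits without 1 library ended at -0.036 (App in FID), 0.167 (Bmp3 in FIDch), -0.124 (Pcdhb14 in FIDch), 0.041 (App in ISch) and -0.195 (Pcdhb4 in ISch) on the other side. Over 41 named genes and comparisons and all alternatives, 729 values were computed, of which 664 kept their direction and their side of the threshold, 33 fell short of it, 15 passed it and 17 changed sign. The depth of FIDch replicate 2 limits genes under 0.85 CPM in the FIDch group.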

Differences from the paper's values

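No number of genes at the study's criterion and no mean of Supplemental Fig. S6B differed from the paper's by over 1.5 times. In FID against IS, the paper's number is 731, against 640 here. Of the alternatives set before the data were examined, DESeq2 (467), leaving out FID replicate 3 (476), FID replicate 4 (441), IS replicate 1 (392) or IS replicate 3 (1236), and adjustment in place of the criterion (0, with 787 genes at an unadjusted p under 0.05) lay outside that margin, and the others within it. In FIDch against IS, Fig. 4B gives about 980 genes, read by eye as a sum of its sectors, against 838 here, and DESeq2 (630) and adjustment (18) lay outside the margin. In ISch against IS, Fig. 4C gives about 1100 genes, read by eye in the same way, against 1125 here, and leaving out IS replicate 3 (1811) and adjustment (29) lay outside it.

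The paper likens its larger number of loci with increased accessibility in FID to its expression data, and gives no count of genes for each direction. Here 324 genes were higher and 316 lower, a share of 50.62% higher. The share was larger with DESeq2 (58.46%), with library size alone (59.57%), with all genes of at least 1 count tested (56.79%) and with the replicate block (58.11%). Leaving out FID replicate 1 (49.31%), FID replicate 3 (47.27%), IS replicate 1 (47.96%) or IS replicate 4 (49.7%) brought it under 50%.

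Supplemental Fig. S6B marks p-values under 0.05 for Tnks in FID and in ISch and for Ireb2 in FID, from a t-test of read counts, and does not state the number of rats or whether the counts were normalized. Its mean for Tnks in IS, about 620 in Supplemental Fig. S6B, read by eye, lies above the 557 of the deposited counts of all 4 rats, and its mean in FID, about 830 in Supplemental Fig. S6B, read by eye, above their 779. The normalized means of Tnks were 618 in IS, near the figure, and 717 in FID, further below it. Neither kind of count gave both means of the figure. The p-values below are therefore not known to rest on the same counts or the same rats as those of the figure. With normalized counts, the exact permutation p was 0.49, 0.086 and 0.37 for these comparisons. In the deposited counts without normalization it was 0.029 for Tnks in ISch and for Ireb2 in FID, and 0.057 for Tnks in FID. Without IS replicate 3 the exact p of Tnks in ISch was 0.029 with normalized counts. For Bmp3 in FID the figure's p lies at the limit, and the exact p here was 0.086, or 0.029 without FID replicate 1.

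In Fig. 4B the paper draws Pcdhb14 as increased, and in Fig. 4C Pcdhb4 as increased and Prkar1a as decreased. Their log2 fold changes here were -0.02, -0.02 and 0.06. The sign of Pcdhb14 was that of the figure without FIDch replicate 1 (0.036), FIDch replicate 3 (0.020) or IS replicate 3 (0.089), and that of Pcdhb4 without ISch replicate 2 (0.023), ISch replicate 4 (0.109), IS replicate 2 (0.007) or IS replicate 3 (0.130). Of the genes drawn in Fig. 4 as changed in expression, 6 of 32, 5 of 31 and 37 of 86 met the study's criterion in panels A, B and C. The most were reached without IS replicate 3, with 13, 15 and 54.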

Other observations

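The test of an adjusted p in the male interaction, the simulations with 1 library left out and the tests of genes that are on in some libraries and off in others were chosen after the result was seen, and so were Dsp, Ephx2 and AABR07031918.1.

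Each male comparison was repeated on the 35 splits of its 8 libraries into 4 and 4, and the numbers of splits given here count the real one too. In FID against IS, 8 of the 35 splits, the real one included, gave at least its 640 genes at the criterion, with a median of 381 and a range of 186 to 1940 in the others, so such a number could arise without an effect of the diet. For FIDch against IS, 6 splits gave as many at the criterion and 2 as many with an adjusted p under 0.05 as the real 18. For ISch against IS, 2 splits gave as many at the criterion and 1, the real one, as many with an adjusted p under 0.05. For FIDch against FID, 1 split, the real one, gave as many by either count. In the male interaction, 2 of 100 regroupings gave as many genes at the criterion and 8 as many with an adjusted p under 0.05 as the real 1 (2210 had an unadjusted p under 0.05). The comparison of FIDch with FID thus stood apart from the other splits, which FID and FIDch against IS did not at the criterion.

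Genes picked in one set of 2 rats per group kept their sign in the other rats in 56.9% of cases in male FID against IS, 66% in FIDch against IS, 73.2% in ISch against IS and 82% in FIDch against FID, over 18 divisions each. The female shares were 76%, 83.2%, 85.8% and 88.8% in the same order. In male ISch the share was 64.9% where the division separated the libraries with the 2 forms of name, and 77.4% otherwise, with a lowest value of 70.7%. Some of the calls in male ISch may thus come from a difference between these libraries, such as their litters or their preparation, which the paper's text does not explain. Leaving the libraries of the other form out gave 679 genes at the criterion, of which 403 were among the 1125.

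A gene picked by a threshold in FID against IS may fall back toward 0 in FIDch against IS without any effect of choline. Unchanged groups, simulated together with IS libraries that both share, gave 389 to 461 genes not called in the second group. The 550 observed lie above that range, as does their share of 85.94% (simulated 75.83% to 83.24%), and up to 461 is what unchanged groups give. In pairs simulated with 1 library left out, the share not called was again below the observed one, in each of the 12 fits, among them those without IS replicate 1 (82.4%, simulated 71.74% to 79.46%) and without IS replicate 3 (81.8%, simulated 72.58% to 78.6%). These 2 fits also gave the lowest and the highest number not called, 323 and 1011. That number lay above its simulated range in 9 of the 12 fits and below it in 3, without FID replicate 3 (412), FID replicate 4 (374) or IS replicate 1 (323). A rule set for these fits would have excluded falling back as the whole source if all 12 lay outside their ranges. The rule was met, but was set aside after the values were seen. Falling back as the whole source stays open all the same, because the simulation draws each gene separately and leaves out variation that genes share within a library. Its unchanged groups had 481 to 579 genes at the criterion, whereas other splits of the real FID and IS libraries, which mix the 2 diets, had 186 to 1940. The simulated ranges that follow have the same limit. A value above the range was not among the outcomes written down beforehand, which were a value within or below it. The slope of the FIDch on the FID log2 fold changes was 0.3405 (simulated 0.4695 to 0.5775). The genes called in both FID and ISch numbered 194 (simulated 95 to 136), and those called in both ISch and FIDch 264 (simulated 91 to 125), with a correlation across genes of 0.5961 (simulated 0.4777 to 0.5322). The libraries whose names have another form, ISch replicates 1 and 2 and FIDch replicate 2, all lie in ISch and FIDch. They had the highest scores of the male libraries on the first principal component (16.1, 14.3 and 27.3, next 6.2). The overlap of ISch and FIDch was not computed without them, so a difference between the 2 forms stays open as a source of it. For FID and ISch the correlation of 0.5086 lay within its range (0.5078 to 0.5486), as did the same-sign share of 91.22% (88.17% to 92.76%). Their slope of 0.4433 lay below its range (0.4802 to 0.5635). ISch had 1125 calls, against 501 to 611 in the simulated groups, so these numbers of shared genes do not compare equal numbers of calls. Genes are not independent replicates, and whether choline brought the FID values back to those of IS or moved other genes was not separated.

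Genes without an assigned symbol made up 25.1% of the 179 genes with an adjusted p under 0.05 in male FIDch against FID, and 9.87% of the genes tested. They made up 61.1% of 18 such genes in FIDch against IS and 55.2% of 29 in ISch against IS, but 10.7%, 14.3%, 10.1% and 9.58% in the female comparisons. Reads shared with paralogs or pseudogenes may thus contribute to the male calls, beside variants of the parents, which the same genes would also show. In male FIDch against FID, 7 pairs of called genes lay within 5 genes of each other, against a median of 6 in random lists (permutation p = 0.48).

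In the males 26 genes were on in some libraries and off in others, by at least 2 log2 units, and all 26 were on and off within a diet group. Simulated counts gave 0 such genes, but held only genes that passed filterByExpr, with a dispersion smoothed over genes. They left out genes of low counts and the extra variation of single genes, so this 0 cannot tell how many genes such variation gives. In the females 64 genes were on and off in this way, of which 61 were mixed within a diet group, and 6 genes were found in both sexes. This pattern is consistent with variants that differ between the rats' parents, which no diet would sort. The other 3 female genes followed the groups. Dsp (ENSRNOG00000013928) had 219 to 368 counts in ISch and 256 to 364 in FIDch, against 38 to 52 in IS and 26 to 46 in FID. Its log2 fold change was 2.81 in FIDch against IS (adjusted p = 0.00011 from edgeR's quasi-likelihood test), 2.87 in ISch against IS (adjusted p = 2.73e-05) and 2.95 in FIDch against FID (adjusted p = 4.33e-05), with no overlap between the groups. Its male counts ran from 8 to 109, the same log2 fold changes were 0.11, -0.39 and 0.48 in the males, and the difference between the sexes in FIDch against IS was 2.72 (adjusted p = 0.00283). Ephx2 (ENSRNOG00000017286) had 162 to 310 counts in female ISch and 170 to 538 in FIDch, against 19 to 36 in IS and 20 to 33 in FID, and log2 fold changes of 3.86, 3.41 and 3.82 in the same comparisons. Its male counts ran from 9 to 149, mixed within each group. AABR07031918.1 (ENSRNOG00000051569) had 54 to 110 counts in female ISch and at most 9 in the other female groups. For Dsp and Ephx2 an effect of the choline diet and parents shared by the choline groups are both open, and neither was tested on them. AABR07031918.1 stayed at 3 to 9 counts in FIDch, so a source common to both choline groups would not give its pattern, and no other source was tested.

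RNA from neighbouring tissue was looked for with the choroid plexus, thalamus and striatum lists. The smallest adjusted p of the 3 in camera was 0.23 in male FID against IS, 0.868 in FIDch against IS, 0.708 in ISch against IS and 0.57 in FIDch against FID. In each of these tests the choroid plexus list held only 3 of its 12 markers, since the others did not pass filterByExpr. Small shares of such RNA cannot be told apart from none by these lists, since single libraries such as FID replicate 4 can carry it without moving a group's test.

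In camera, with a preset correlation, lists with an adjusted p under 0.05 in FID against IS were ribosomal protein genes (73 genes, median log2 fold change -0.159, adjusted p = 4.06e-11, 5 genes higher), nuclear-encoded respiratory chain genes (75 genes, -0.094, adjusted p = 1.53e-05, 11 higher), mitochondrially encoded genes (13 genes, -0.079, adjusted p = 0.00173, 3 higher) and oligodendrocyte genes (8 genes, -0.127, adjusted p = 0.0155, 1 higher). In FIDch against IS it was the mitochondrially encoded list (-0.206, adjusted p = 1.19e-05), and in ISch against IS the same list (-0.256, adjusted p = 3.02e-07) and the respiratory chain list (76 genes, -0.064, adjusted p = 0.0272). In FIDch against FID ribosomal protein genes (0.129, adjusted p = 1.58e-07), respiratory chain genes (0.068, adjusted p = 0.00309) and oligodendrocyte genes (0.104, adjusted p = 0.0414) were higher and mitochondrially encoded genes lower (-0.094, adjusted p = 0.0468). None of these calls held under fry, whose lowest adjusted p was 0.227, for the mitochondrially encoded list in ISch against IS. Of the 35 splits of the same libraries, the real one included, 23, 34, 33 and 18 gave as many lists in these 4 comparisons, so such numbers of lists could arise without an effect of the diets.

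Single libraries decided several of these list results, given here as the adjusted p in camera. In FID against IS the respiratory chain list had 0.946 without IS replicate 1, the mitochondrially encoded list 0.0579 without FID replicate 3 and 0.15 without IS replicate 3, and the oligodendrocyte list 0.336, 0.15 and 0.379 without FID replicate 3, IS replicate 3 and IS replicate 4. In ISch against IS the respiratory chain list had 0.366 without ISch replicate 4 and 0.332 without IS replicate 1, where its median was above 0 (0.016). The ribosomal list passed 0.05 there without ISch replicates 1 (0.0171) or 2 (0.00876) or IS replicates 2 (0.0223) or 3 (3.24e-06), from 0.0986 with all libraries. In FIDch against IS, the respiratory chain and ribosomal lists passed it as higher without IS replicate 1 (medians 0.064 and 0.089) and as lower without IS replicate 3 (medians -0.086 and -0.057), and the immediate early list as higher without IS replicate 4 (0.00225). In FIDch against FID, the respiratory chain list had 0.0578, 0.0543 and 0.078 without FIDch replicate 3, FID replicate 3 and FID replicate 4, the mitochondrially encoded list 0.338, 0.203 and 0.078 without FIDch replicate 2, FID replicate 2 and FID replicate 4, and the oligodendrocyte list 0.178, 0.117 and 0.386 without FIDch replicate 1, FIDch replicate 3 and FID replicate 3. Lists that passed 0.05 only without 1 library in FID against IS were immediate early (0.0196 without FID replicate 2, 0.0412 without IS replicate 2), microglia (0.0288 without FID replicate 2), CA2 and CA3 (0.0231 without FID replicate 4), astrocyte (0.0156 without IS replicate 1) and blood (0.0275 without IS replicate 2), and in FIDch against FID blood (0.0473 without FID replicate 1) and immediate early (0.00339 without FID replicate 2).

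With all libraries, the lowest adjusted p over the 4 comparisons was 0.175 for immediate early genes, 0.181 for astrocyte genes, 0.23 for blood, CA2 and CA3, choroid plexus and microglia genes, 0.275 for CA1, 0.317 for dentate gyrus, 0.528 for iron homeostasis, 0.62 for endothelial, 0.632 for motif transcription factors, 0.659 for excitatory neuron, 0.662 for striatum, 0.708 for H3K9 methylation enzymes, 0.714 for interneuron, 0.778 for the Fig. 5 network centres and 0.813 for thalamus genes. Of the iron homeostasis genes, Tfrc met the study's criterion in FID (log2 fold change 0.21, adjusted p = 0.786 from edgeR's test), and of the H3K9 methylation enzymes Cbx1 (-0.30) and Cbx5 (0.31) in FID and Cbx5 (0.31) in ISch. Bdnf (ENSRNOG00000047466), a centre of the Fig. 5A network, had log2 fold changes of -0.12 in FID (adjusted p = 0.827), -0.21 in FIDch (adjusted p = 0.636) and -0.25 in ISch (adjusted p = 0.564) in the males. In the females they were 0.26 (adjusted p = 0.206), 0.48 (adjusted p = 0.0177) and 0.65 (adjusted p = 0.0015). App (ENSRNOG00000006997) had -0.01, -0.04 and 0.02 in the males in the same order, with adjusted p-values from 0.878 to 0.964.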
